# Multiple Regulatory Roles of the Mouse Transmembrane Adaptor Protein NTAL in Gene Transcription and Mast Cell Physiology

**DOI:** 10.1371/journal.pone.0105539

**Published:** 2014-08-25

**Authors:** Iva Polakovicova, Lubica Draberova, Michal Simicek, Petr Draber

## Abstract

Non-T cell activation linker (NTAL; also called LAB or LAT2) is a transmembrane adaptor protein that is expressed in a subset of hematopoietic cells, including mast cells. There are conflicting reports on the role of NTAL in the high affinity immunoglobulin E receptor (FcεRI) signaling. Studies carried out on mast cells derived from mice with NTAL knock out (KO) and wild type mice suggested that NTAL is a negative regulator of FcεRI signaling, while experiments with RNAi-mediated NTAL knockdown (KD) in human mast cells and rat basophilic leukemia cells suggested its positive regulatory role. To determine whether different methodologies of NTAL ablation (KO vs KD) have different physiological consequences, we compared under well defined conditions FcεRI-mediated signaling events in mouse bone marrow-derived mast cells (BMMCs) with NTAL KO or KD. BMMCs with both NTAL KO and KD exhibited enhanced degranulation, calcium mobilization, chemotaxis, tyrosine phosphorylation of LAT and ERK, and depolymerization of filamentous actin. These data provide clear evidence that NTAL is a negative regulator of FcεRI activation events in murine BMMCs, independently of possible compensatory developmental alterations. To gain further insight into the role of NTAL in mast cells, we examined the transcriptome profiles of resting and antigen-activated NTAL KO, NTAL KD, and corresponding control BMMCs. Through this analysis we identified several genes that were differentially regulated in nonactivated and antigen-activated NTAL-deficient cells, when compared to the corresponding control cells. Some of the genes seem to be involved in regulation of cholesterol-dependent events in antigen-mediated chemotaxis. The combined data indicate multiple regulatory roles of NTAL in gene expression and mast cell physiology.

## Introduction

Activation of mast cells upon exposure to antigen (Ag) is one of the major events in the allergic reaction. It is initiated by Ag-mediated aggregation of the high-affinity immunoglobulin (Ig) E receptor (FcεRI) armed with Ag-specific IgE, and results in degranulation leading to the release of a number of preformed allergy mediators such as histamine, serotonin, proteases, preformed cytokines, and proteoglycans. Mast cell activation also leads to the synthesis and release of numerous compounds like cytokines and those formed by arachidonic acid metabolism [1]. The first biochemically well-defined step in FcεRI signaling is tyrosine phosphorylation of the immunoreceptor tyrosine-based activation motifs (ITAMs) in the FcεRI β and γ subunits by Src family kinase LYN [2], [3]. Phosphorylation of the ITAMs leads to the recruitment and activation of SYK kinase, which phosphorylates tyrosine residues of numerous proteins involved in the intracellular signaling pathways, including two transmembrane adaptor proteins (TRAPs), linker for activation of T cells (LAT) and non-T cell activation linker (NTAL; also called linker for activation of B cells or LAT2). Both these TRAPs possess multiple sites of tyrosine phosphorylation and act as scaffolds for recruitment of various cytosolic adaptors and effector proteins [4]–[6].

NTAL is expressed in hematopoietic cells such as B cells, natural killer cells, dendritic cells, monocytes, and mast cells but not in resting T cells. NTAL is the product of human WBSCR5 gene located on chromosome 7 encoding a 243 amino acids protein. Its murine ortholog contains 203 amino acids, has a molecular weight of approximately 25 kD and is encoded by a gene located on chromosome 5 [7], [8]. NTAL contains a short extracellular domain, a transmembrane domain and a cytosolic tail which possesses a CxxC motif responsible for palmitoylation of the protein and its targeting to detergent-resistant plasma membrane microdomains. The cytoplasmic domain contains 10 tyrosines which are potential targets for tyrosine kinases. NTAL is structurally similar to another TRAP, LAT; after phosphorylation both molecules are capable of binding a number of cytoplasmic signaling molecules including GRB2, SOS1, GAB1 and C-CBL. NTAL, unlike LAT, is however unable to directly bind the phospholipase Cγ1 [7], [8].

Previously we and others showed that bone marrow-derived mast cells (BMMCs) from *Ntal^-/-^* mice were hyper-responsive to FcεRI stimulation [9], [10], whereas BMMCs from *Lat^-/-^* mice were hypo-responsive [11]. Interestingly, loss of both NTAL and LAT caused stronger inhibitory effect on FcεRI-mediated degranulation than loss of LAT alone. This suggested that NTAL could also have a positive regulatory role in FcεRI signaling, manifested only in the absence of LAT [9], [10]. In contrast to studies with cells from mice with NTAL knock out (KO), NTAL knockdown (KD) by RNAi in human mast cells [12] and also in rat basophilic leukemia cells [13] resulted in impaired degranulation; it implies that NTAL has positive regulatory roles in these cells even in the presence of LAT.

To rigorously examine the regulatory role(-s) of NTAL in murine mast cells signaling and to test the contribution of compensatory developmental alterations in mast cells from NTAL KO mice, we prepared BMMCs with NTAL KO or KD and the corresponding controls and cultured them under comparable well-defined conditions. For functional comparison of mast cells with NTAL KO or KD we examined several parameters characteristic for FcεRI signaling including degranulation, calcium mobilization, tyrosine phosphorylation of LAT and ERK, depolymerization of filamentous (F) actin, and chemotaxis. The results obtained with the NTAL KD BMMCs were very similar to those of NTAL KO cells and thus support the notion that in murine mast cells NTAL is predominantly a negative regulator of FcεRI signaling and that compensatory developmental alteration do not contribute to this phenotype.

To gain a better understanding of the genes that are regulated through NTAL-dependent pathways, we further examined the gene expression profiles of resting and Ag-activated BMMCs with NTAL KO or KD and corresponding controls. Several genes have been identified that differ by a factor of 1.8 and higher in their expression in resting and FcεRI-activated NTAL-deficient cells when compared to wild type (WT) cells. Through gene ontology analysis we identified a subset of NTAL-dependent genes, which were related to metabolism and biosynthetic processes. Further analysis showed that some of the genes could be involved in regulation of cholesterol-dependent events in chemotaxis towards antigen.

## Materials and Methods

### Cells and their activation

Bone marrow cells were isolated from femurs and tibias of 8–12 week-old WT or NTAL KO mice (males and females) of C57BL6 background [9]. Mice were bred and maintained in specific pathogen free facility of the Institute of Molecular Genetics and used in accordance with the Institute guidelines. The protocol, including killing mice by decapitation, was approved by the Institutional Animal Care and Use Committee (Permit number 12135/2010-17210). All efforts were made to minimize suffering. The cells were cultured for 6-8 weeks in mast cell medium [Iscove's modified Dulbecco's medium supplemented with 10% fetal calf serum (FCS), penicillin, streptomycin, 2-mercaptoethanol, recombinant interleukin (IL)-3 (20 ng/ml; Peprotech), and mouse stem cell factor (SCF; 40 ng/ml; Peprotech)]. In some experiments BMMCs were cultured for the indicated time intervals in mast cell medium supplemented with 10% cholesterol-depleted FCS (see below) instead of FCS. For activation, BMMCs (6×10^6^/ml) were sensitized in medium without SCF and IL-3, but supplemented with trinitrophenyl (TNP)-specific IgE (IGEL b4 1 monoclonal antibody; 1 µg/ml). After 4 hours the cells were washed in buffered salt solution (BSS; 20 mM HEPES, pH 7.4, 135 mM NaCl, 5 mM KCl, 1.8 mM CaCl_2_, 5.6 mM glucose, and 1 mM MgCl_2_) supplemented with 0.1% bovine serum albumin (BSA) and stimulated with various concentrations of Ag (TNP-BSA conjugate) and/or SCF. Degree of degranulation was determined by measuring the release of β-glucuronidase from the activated cells as previously described [14].

### Cholesterol-depleted FCS and cholesterol determination

FCS was cleared of cholesterol and other lipids by organic extraction as described [15]. Briefly, 100 ml of FCS was mixed with 200 ml of a mixture n-butanol and diisopropylether at a 40∶60 (v/v) ratio. After incubation at room temperature (22°C) for 1 hour in dark, the mixture was centrifuged at 22°C for 15 minutes at 6000 rpm in a JA-10 rotor, Beckman Coulter. The bottom phase containing delipidated serum was recovered and lyophilized. The resulting dry pellet was resuspended in 100 ml deionized H_2_O and filter-sterilized through 0.22 µm filter. Concentration of cholesterol in serum and cell samples was determined by the Amplex Red Cholesterol Assay kit (Life Technologies) according to the manufacturer's instruction. Using this kit, no remaining cholesterol was detectable in delipidated serum. This indicates that cholesterol concentration was reduced from ∼80 µg/ml to <15 ng/ml. For determination of cellular cholesterol, frozen cell pellet containing 0.35×10^6^ cells was lysed in 30 µl of ice cold lysis buffer (10 mM EDTA, 100 mM NaCl, 10 mM Tris-HCl, pH 7.5, 0.2% SDS, 0.5% Nonidet P-40, 0.5% sodium deoxycholate) and 2 µl aliquots were analyzed for cholesterol content using the same kit as above. Protein content in the lysates was determined by BCA protein assay kit (Pierce Chemical Co.) and the amounts of cholesterol were normalized to protein contents.

### Antibodies and immunoblotting

All antibodies were purchased from Santa Cruz, except for anti-NTAL (NAP-07; Exbio), anti-phospho-LAT (Upstate Biotechnology) and anti-LAT [16]. Cells were solubilized for 30 minutes in ice-cold lysis buffer containing 50 mM Tris-HCl, pH 7.4, 150 mM NaCl, 2 mM EDTA, 10 mM β-glycerophosphate, 1 mM Na_3_VO_4_, 1 mM PMSF, 1 µg/ml aprotinin, 1 µg/ml leupeptin, 0.2% Triton X-100, 1% Nonidet P-40 and 1% n-dodecyl-β-D-maltoside. After centrifugation (15 minutes at 7.000×g at 4°C), proteins in postnuclear supernatants were size fractionated by SDS-polyacrylamide gel electrophoresis and analyzed by direct immunoblotting. Immunoblots were quantified by Luminiscent Image Analyzer LAS 3000 (Fuji Photo Film Co.) and further analyzed by AIDA image analyzer software (Raytest).

### Measurement of free cytoplasmic Ca^2+^

Concentration of free cytoplasmic Ca^2+^ [Ca^2+^]_i_ was determined using cells labeled with Fura-2-AM (Molecular Probes) as described [9]. Ca^2+^ levels were monitored by means of fluorescence reader Infinite M200 (Tecan) with excitation wavelengths of 340 and 380 nm, and emission wavelength of 510 nm.

### Lentiviral vectors and gene transduction

A set of 5 shRNA constructs designed to target murine NTAL (GenBank accession number NM_020044) and cloned into the pLKO.1 vector was purchased from Open Biosystems to prepare BMMCs with NTAL KD. From these five shRNA constructs (TRCN0000127239, NTAL KD 1; TRCN0000127240, NTAL KD 2; TRCN0000127241, NTAL KD 3; TRCN0000127242, NTAL KD 4; TRCN0000127243, NTAL KD 5), the NTAL KD 3 and NTAL KD 5 showed reproducibly the highest reduction of NTAL protein expression in target cells and were used in most of the experiments with similar results. In all experiments in this study we obtained similar data with these two constructs and therefore the data were pooled and are referred to as NTAL KD. For microarray gene expression analysis and related qPCR validation, cells with the NTAL KD 5 construct were used.

Lentiviral transduction was performed as described previously [17]. Briefly, 21 µl ViraPower packaging mix (Invitrogen Life Technologies) and 14 µg NTAL shRNA or pLKO.1 empty vector as a negative control [in 1.4 ml medium Opti-MEM (Invitrogen)] were co-transfected into 293T17 packaging cells in the presence of 84 µl Lipofectamine 2000 (Invitrogen) or 105 µl polyethylenimine (25 kD, linear form, 1 µg/ml; Polysciences). After 2–3 days, the culture supernatants were centrifuged to pellet the viruses, which were then used to infect NTAL WT BMMCs. Stable transfectants were selected in puromycin (5 µg/ml; InvivoGen). After one week of selection, cells were analyzed for NTAL expression by immunoblotting. Before the tests, cells were transferred for 2–3 days into fresh media without puromycin.

### F-actin assay

Total amount of F-actin in nonactivated and activated cells was determined by flow cytometry. Cells in 96-well plates (50 000 cells per well) were exposed to various stimuli at 37°C, fixed with 3% paraformaldehyde in phosphate buffered saline and then permeabilized and stained in a single step by a mixture of lysophosphatidylcholine (200 µg/ml) and 1000x diluted Alexa Fluor 488-phalloidin (Molecular Probes) in phosphate buffered saline. Fluorescence intensity was measured with the help of LSRII flow cytometer (Becton Dickinson). Acquired data were analyzed using FlowJo software (Tree Star Inc).

### Cell Spreading

Wells (6 mm in diameter) of 8-well multitest slides (MP Biomedicals) were coated with fibronectin (Sigma Aldrich) and Cell-Tak (BD Biosciences) as described [18]. IgE-sensitized BMMCs were seeded on fibronectin/Cell-Tak-coated wells and allowed to attach for 1 hour. The attached cells were activated for 30 minutes at 37°C with Ag and/or SCF in BSS-0.1% BSA, fixed with 3% paraformaldehyde in glutamate buffer-EGTA (GBE; 137 mM K-glutamate, 2 mM MgCl_2_, 3 mM EGTA, and 20 mM PIPES-NaOH, pH 6.8) supplemented with 4% polyethylene glycol, molecular weight 3200, and then permeabilized and stained by one-step exposure to lysophosphatidylcholine (200 µg/ml) and 100x diluted Alexa Fluor 488-phalloidin in GBE. Coverslips were mounted in glycerol-based mounting medium containing Mowiol 4-88 reagent (Calbiochem AG) and Hoechst 33258 (3 µg/ml; Sigma). Fluorescent images (25 images/well) were automatically collected using Olympus IX70 inverted microscope (objective LUCPLFLN Ph1 20x) equipped with motorized stage and ScanR acquisition software (Olympus). Cell area was analyzed using ScanR analysis software (Olympus). At least 500 cells were evaluated in each test.

### RNA preparation

Total RNA was isolated from 3×10^6^ resting or Ag-activated (100 ng/ml TNP-BSA in BSS-0.1% BSA, 37°C, 2 hours) BMMCs using the RNeasy mini kit (Qiagen) according to the manufacturer's protocol. Three biological replicates were carried out with each cell type: NTAL KO, WT, NTAL KD, and mock (empty pLKO.1 vector) infected WT cells (referred to as WT pLKO). Cells in each group were cultured in parallel for 24 hours in complete media deprived of SCF and then sensitized with TNP-specific IgE in IL-3- and SCF-deprived medium for 4 hours. After removal of unbound IgE by washing, cell suspensions were divided into 2 aliquots; one activated for 2 hours with Ag (100 ng/ml) and the other incubated without Ag (nonactivated control cells; 0 hours). RNA was isolated from all 24 samples and processed under identical conditions. For RNA quantification, the absorption at 260 nm was measured using NanoDrop spectrophotometer N-1000 (NanoDrop Technologies).

### Microarray gene-expression profiling and data analysis

Preparation of cRNA, hybridization and gene expression profiling was done by an Affymetrix authorized service provider (AROS Applied Biotechnology A/S) using the Affymetrix GeneTitan HT MG-430 PM 24-array plate with the 3′ IVT express labeling kit according to the manufacturer's protocol. Briefly, following fragmentation, 6.5 µg aliquots of cRNA were hybridized for 16 hours at 45°C on the Affymetrix array plate using the Affymetrix GeneTitan system. The array plate was washed, stained and scanned using the Affymetrix GeneTitan system with GCOS 1.4 software. One of the 24 samples analyzed, activated NTAL KO replicate 2, failed during the hybridization, wash and scan step and was removed. Data analysis was carried out by importing raw data CEL files into Genomic Suite Software Partek 6.4 (version 6.09.0602), where the Robust Multichip Analysis was used for background correction. Using the same software, principal component analysis (PCA) of the normalized microarray expression values was performed as a visualization technique to determine the similarity in the data. Lists of significantly upregulated or downregulated gene transcripts were created based on a change greater than 1.8-fold and false discovery rate (FDR) <0.1, with one exception in which activated cells were compared with nonactivated cells (fold change >4; FDR <0.05). Only well annotated probe sets (Affymetrix annotation version from July 2011) are listed in the tables. The microarray study was performed according to the standards of the Microarray Gene Expression Society. Data complying with the Minimum Information About Microarray Experiments (MIAME; [19]) were uploaded in the NCBIs Gene Expression Omnibus (GEO) database and are available under the accession number GSE40731.

### Reverse transcription quantitative PCR (RT-qPCR)

cDNA was synthesized using mouse Moloney leukemia virus reverse transcriptase (Invitrogen) according to manufacturer's instructions. For reverse transcription, 0.3 µg aliquots of total RNA were used from the same samples, which were used for microarray analysis. qPCRs were performed using a PCR mastermix supplemented with 0.2 M trehalose, 1 M 1,2-propanediol and SYBR green I as described [20]. Ten μl reaction volumes in 384-well plates sealed with LightCycler 480 sealing foil (Roche Diagnostics) were processed in LightCycler 480 (Roche Diagnostics) under the following cycling conditions: initial 3 minutes denaturation at 95°C, followed by 50 cycles at 95°C for 10 s, 60°C for 20 s and 72°C for 20 s. Melting curve analysis was carried out from 72°C to 97°C with 0.2°C increments; Ct values for each sample were determined by automated threshold analysis. Primer pairs used for cDNA amplification are listed in Table 1. Data were normalized to a housekeeping GAPDH mRNA. The qPCRs for each of the biological triplicates was performed in quadruplicates.

**Table 1:** Primers used in quantitative RT-PCR.

Gene	Primer	Primer sequence (5′-3′)	Product size (bp)
Dusp5	Forward Reverse	GGGGTATGAGACCTTCTACTCAC GGAGGCTTCTCTCGCCTTC	92
Fdps	Forward Reverse	GCCATCAACGACGCTCTGCT ATGGCCCTGGGGTGCTGTCA	165
Idi1	Forward Reverse	AGCTTCTAGCGGAGATGTGTA CAGCAACTATTGGTGAAACAACC	214
Klhl24	Forward Reverse	TGAAATGGACCCCAAATCTCTG GGACAGCTCGATGGCATGG	170
Lss	Forward Reverse	TCGTGGGGGACCCTATAAAAC CGTCCTCCGCTTGATAATAAGTC	104
Mki67	Forward Reverse	AGAGCCTTAGCAATAGCAACG GTCTCCCGCGATTCCTCTG	145
Mlec	Forward Reverse	GAGGAGGGCGACTATGTGC CATTCAACCGGACATCAAACAC	88
N4bp2l1	Forward Reverse	CCAGAGAAGAGCAAGGAAAGC TCGGGTTCCCGGAATATAACTT	141
Nt5dc2	Forward Reverse	GCCTCATGTACCAGTGGATCG GACCTACCATGTGCCGCATAC	165
Otub2	Forward Reverse	TTCTACAGGGCCTTAGGCTATT AGCACACGCTCTTTGAACTTG	83
Plau	Forward Reverse	ATGGAAATGGTGACTCTTACCGA TGGGCATTGTAGGGTTTCTGA	106
Pmvk	Forward Reverse	TGAGGCTTGAGGGGACGAGCA TTGCTGACCTCGGCTGGGACT	90
Sdf4	Forward Reverse	TGTGGTCTAGCTGCTCATGG TGTGGTCTAGCTGCTCATGG	103
Slain1	Forward Reverse	TCACCAGAGAAATCCCCGAGT CCCCTGGAGGTATAACCTTGC	125
Spink4	Forward Reverse	GCCTTGTTTTCCCCAGAATGCCCTT CGGGTCAGGCAAAGGTGGCA	130
Tmcc3	Forward Reverse	CCCTCAGCCTACCCCTGAA CGCATTGAGTTTGACCTTGTGG	104
NTAL WT	Forward	TGGACACAGCTCCAAACAAG	197
NTAL KO	Forward	CTGCTCACCAGAGTCAGTGG	160
NTAL WT/KO	Reverse	GGAATCGTCGTCTTCTGAGG	
GAPDH	Forward Reverse	AACTTTGGCATTGTGGAAGG ATCCACAGTCTTCTGGGTGG	69

### Chemotaxis

The migration of IgE-sensitized BMMCs towards Ag as chemoattractant was determined in a 24-well Transwell system with inserts containing polycarbonate filters having 8-μm diameter pores (Corning). TNP-specific IgE-sensitized BMMCs (0.3×10^6^) in 120 µl of chemotaxis medium (RPMI-1640 supplemented with 20 mM HEPES, pH 7.4 and 1% BSA) were added into each Transwell insert and Ag (250 ng/ml TNP-BSA) in 600 µl of chemotaxis medium was added into lower wells of the Transwell system. Cells passing through the polycarbonate filter were counted 8 hours later in 50 µl aliquots with Accuri C6 flow cytometer.

### Statistical analysis

Statistical significance of differences was evaluated by Student's t-test, except for microarray gene-expression profiling in which intergroup differences were evaluated by ANOVA test.

## Results

### Efficient NTAL KD in BMMCs

In order to obtain mast cells with stable reduction of NTAL expression by KD approach, five different shRNAs were introduced into *Ntal* ^+/+^ BMMCs by lentiviral-mediated infection, followed by selection in puromycin. To minimize the effect of variables other than the presence of NTAL, target *Ntal* ^+/+^ cells were the same as those which served as WT littermate controls to BMMCs isolated from *Ntal* ^-/-^ mice (KO). Controls for NTAL KDs were the same *Ntal* ^+/+^ BMMCs infected with empty pLKO.1 vector and selected in puromycin. Immunoblotting with NTAL-specific monoclonal antibody confirmed that all five shRNAs inhibited NTAL expression to different degrees (Figure 1A, B). Two of them, namely NTAL KD 3 and NTAL KD 5, showed the highest (>90%), reproducible and highly significant inhibition of NTAL expression and were therefore selected for further experiments. No decrease in NTAL expression was observed in cells infected with empty pLKO.1 vector (WT pLKO; Figure 1A, B). Flow cytometry analysis showed that BMMCs with NTAL KD expressed FcεRI (>95% cells positive) and KIT (>95% positive) at levels comparable to those in WT cells and WT pLKO cells (not shown).

**Figure 1:**
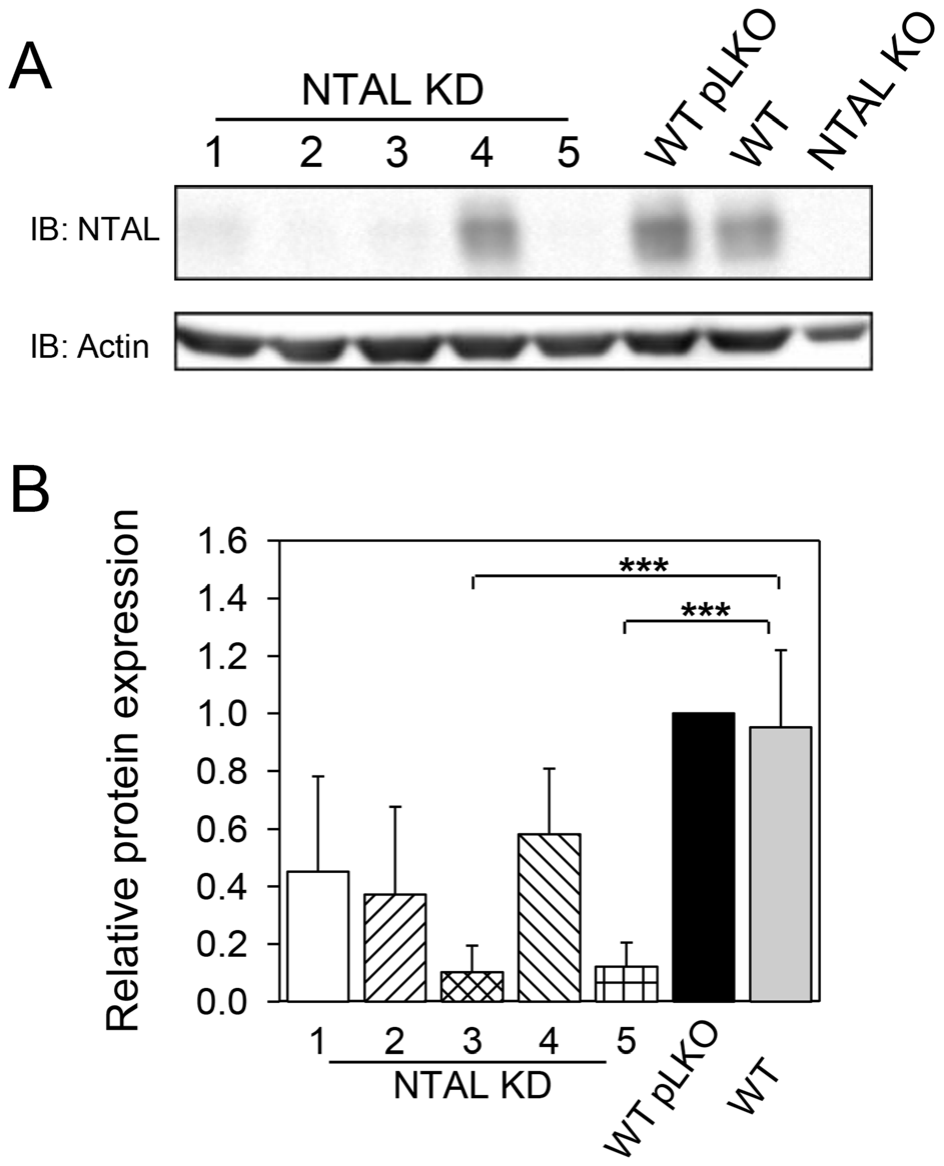
Decreased NTAL expression after shRNA silencing. (A) BMMCs were infected with five lentiviral shRNA constructs (NTAL KD 1–5) or empty pLKO.1 construct (WT pLKO). After selection in puromycin, the amount of NTAL was assessed by immunoblotting. For comparison, NTAL in noninfected WT and NTAL KO cells was also evaluated. Actin was used as a loading control. (B) Densitometry analysis of NTAL immunoblots. The data were normalized to the amount of NTAL in WT pLKO cells and that of actin. Means ± SD were calculated from 3–7 independent experiments. ***p<0.001.

### NTAL KD results in enhanced degranulation and Ca^2+^ response

As described in Introduction, there are conflicting reports on the role of NTAL in mast cell signaling in mammalian systems. To address these discrepancies, we compared under well-defined conditions the effect of NTAL KO and KD on mast cell signaling. First we evaluated degranulation. The cells were sensitized with IgE and stimulated with various concentrations of Ag. Degranulation was then determined as the amount of β-glucuronidase released into the supernatant. Data presented in Figure 2A indicate that BMMCs with both NTAL KD and NTAL KO showed enhanced degranulation when compared to the corresponding controls (WT pLKO and WT). The difference between NTAL-deficient cells (KD or KO) and controls (WT pLKO and WT) was more pronounced at suboptimal concentrations of Ag (100 and 200 ng/ml) and was not significant at supraoptimal concentration (1000 ng/ml). Our results show a similar trend for both NTAL KD and KO BMMC. To check for possible off-target effects of lentiviral infection and puromycin selection we also examined antigen-induced degranulation of NTAL KO cells transduced with NTAL shRNA vectors and found no significant difference between infected and noninfected cells (data not shown).

**Figure 2:**
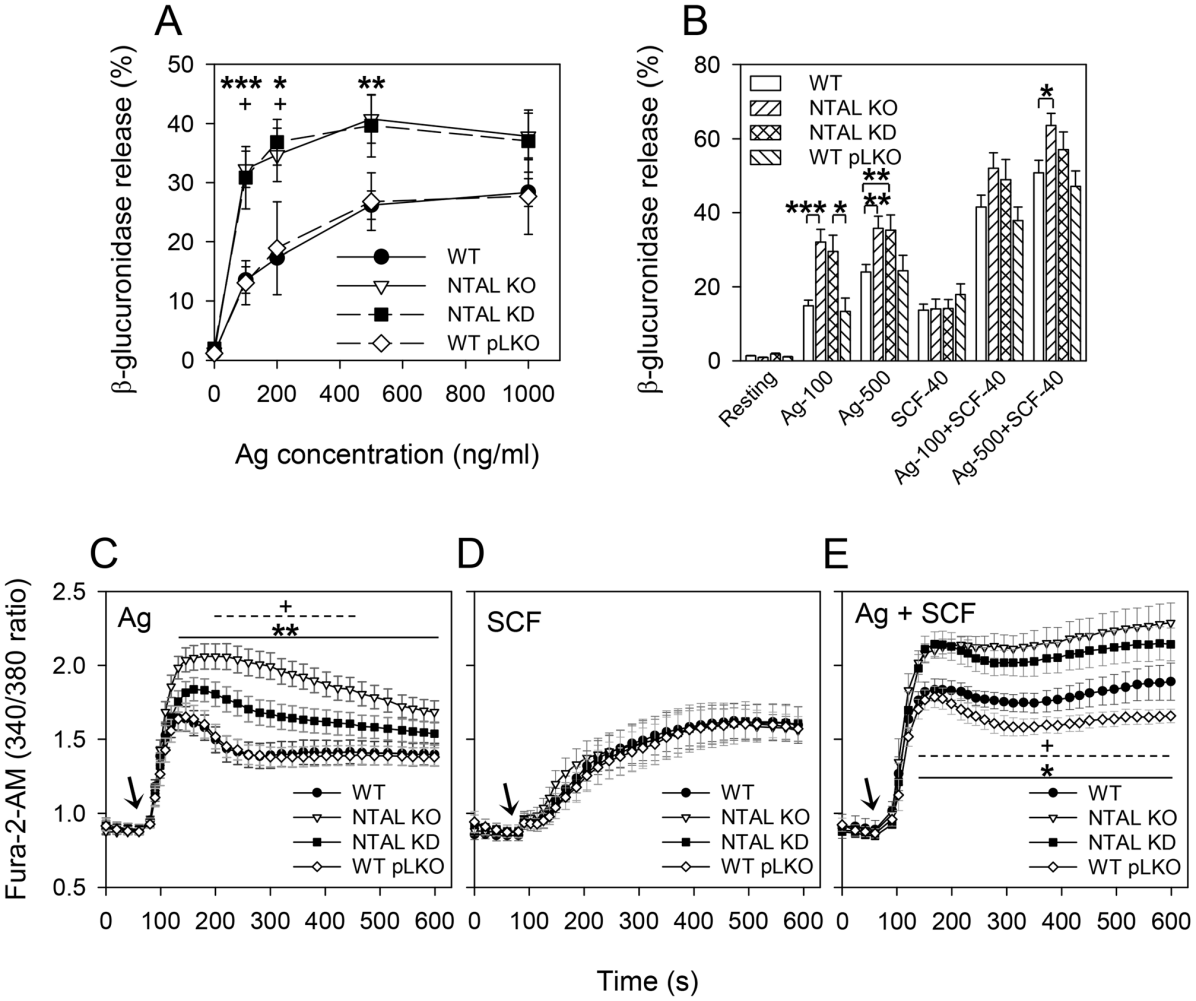
BMMCs with NTAL KD exhibit increased degranulation and calcium response. (A) IgE-sensitized BMMCs (WT, NTAL KO, NTAL KD, and WT pLKO) were stimulated for 30 minutes with various concentrations of Ag (TNP-BSA), and β-glucuronidase released into supernatant was determined as described in Materials and Methods. Data represent means ± SE from 7–17 independent experiments performed in duplicates or triplicates). (B) IgE-sensitized BMMCs were stimulated with Ag [TNP-BSA at a concentration 100 ng/ml (Ag-100) or 500 ng/ml (Ag-500)], SCF (40 ng/ml), or both activators together. Data represent means ± SE from 6–20 independent experiments). (C–E) BMMCs were sensitized with IgE, loaded with Fura-2-AM (1 µg/ml), then stimulated with Ag (100 ng/ml TNP-BSA; C), SCF (40 ng/ml; D) or both activators together (E) and free intracellular Ca^2+^ was monitored by measuring fluorescence emission at 510 nm after excitation at 340 and 380 nm. Arrows indicate addition of Ag and/or SCF. Data are means ± SE from 11 (C), 7 (D) or 6 (E) independent experiments performed in duplicates. All data presented in A–E were obtained with BMMCs isolated from 3–5 mice. *^,+^ *p*<0.05; **p<0.01; ***p<0.001; in A, C and E, significant differences between NTAL KOs and WTs (asterisks) and NTAL KDs and WT pLKOs (crosslets) are shown.

It is known that degranulation is enhanced in cells simultaneously triggered via FcεRI and KIT, a receptor for SCF [21]. We found degranulation not only after exposure of the cells to IgE-antigen complexes, but also after triggering with SCF alone. This is probably due to the fact that mast cells were differentiated from their precursors in the presence of IL-3 and SCF [22]. NTAL KO has no effect on degranulation induced by SCF alone and SCF enhances Ag- induced degranulation in both WT and NTAL KO cells [18]. We therefore investigated degranulation of cells with NTAL KD and the corresponding controls activated by Ag and/or SCF. Compared to separate activation by Ag (100 or 500 ng/ml) or SCF (40 ng/ml), simultaneous activation by Ag and SCF raised degranulation in *Ntal* ^+/+^ controls (WT and WT pLKO; Figure 2B). In cells with NTAL KD, the enhanced degranulation induced by Ag was further increased if the cells were simultaneously activated with SCF (Ag + SCF), even though the difference between NTAL-KD and control cells transduced with empty pLKO was not significant. Similar data were obtained in BMMCs from NTAL KO mice.

Calcium mobilization is another hallmark of mast cell activation. We therefore activated IgE-sensitized BMMCs with Ag in the presence of extracellular Ca^2+^ and evaluated calcium mobilization by means of Ca^2+^-sensitive fluorophore Fura-2-AM. Both *Ntal* ^+/+^ controls (WT and WT pLKO) showed a comparable increase in [Ca^2+^]_i_ peaking at 50–60 s after exposure to Ag (Figure 2C). NTAL KO cells showed the expected [9], [10] long-lasting increase in Ca^2+^ mobilization. Within 120–600 s this response significantly (P<0.01) differed from that seen in WT cells. Significant increase in calcium response was also observed in NTAL KDs between 180–450 s. No significant difference in Ca^2+^ response between NTAL-deficient cells and controls was observed after stimulation with SCF (Figure 2D). Exposure of all cell types to a mixture of Ag and SCF resulted in an accelerated increase in the [Ca^2+^]_i_, and again, BMMCs with NTAL KO and KD cells showed higher Ca^2+^ mobilization than the controls, WT and WT pLKO (Figure 2E). These data indicate that negative regulatory roles of NTAL on FcεRI-mediated degranulation and Ca^2+^ response are due to the absence of NTAL rather than possible compensatory developmental changes induced in NTAL KO.

### NTAL depletion and deletion induce tyrosine phosphorylation of ERK and LAT

Mast cell activation is initiated by tyrosine phosphorylation of the β and γ subunits of FcεRI, followed by phosphorylation of numerous substrates, including ERK and LAT [23], [24]. It has been suggested that enhanced tyrosine phosphorylation of LAT and some other substrates in *Ntal* ^-/-^ cells could reflect a better accessibility of kinases to LAT in the absence of competition between NTAL and LAT as substrates [9]. This process could be subjected to compensatory developmental alterations. We therefore decided to determine phosphorylation of ERK and LAT in cells with NTAL KD. Immunoblotting experiments showed an increase of tyrosine phosphorylation of ERK (Figure 3A) and LAT (Figure 3B) in NTAL KD cells when compared to WT cells. WT pLKO cells showed similar phosphorylation profile as WT cells (data not shown). Since the same enhanced phosphorylation of LAT and ERK was observed in NTAL KO and NTAL KD cells, developmental compensation mechanisms are unlikely to be responsible for enhanced phosphorylation of the targets.

**Figure 3:**
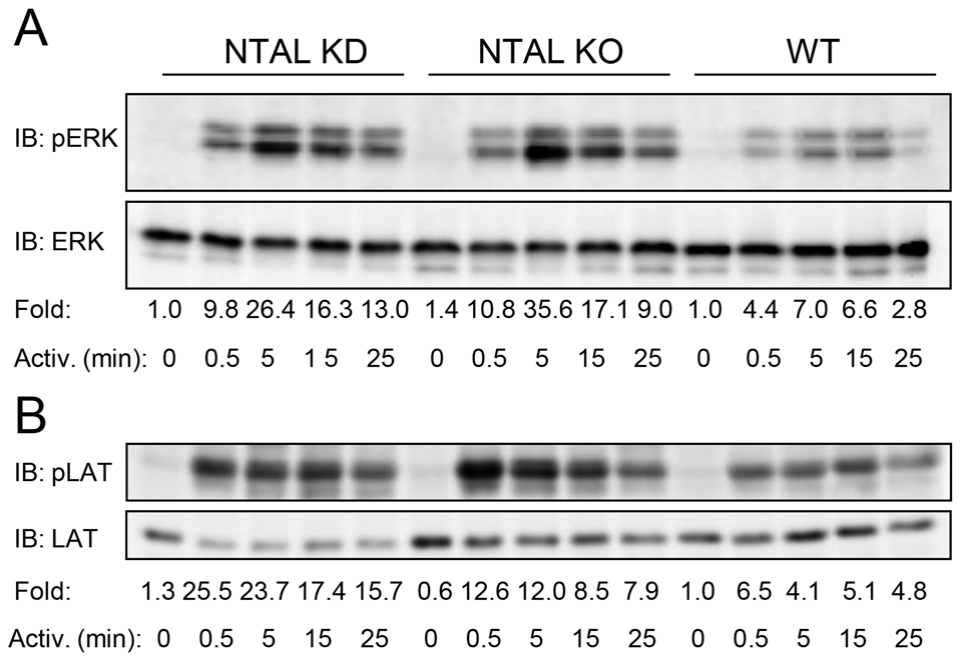
FcεRI-activated BMMCs with NTAL KD show enhanced tyrosine phosphorylation of ERK and LAT. NTAL-deficient cells and WT controls were sensitized with IgE and stimulated with Ag (100 ng/ml TNP-BSA). After the indicated time intervals, the cells were solubilized in lysis buffer and postnuclear supernatants were analyzed by immunoblotting for tyrosine phosphorylated ERK (pERK; A) or LAT (pLAT; B), followed by stripping and immunoblotting for total ERK (A) or LAT (B). Fold inductions of protein tyrosine phosphorylation, normalized to nonactivated WT cells and corrected for the amount of protein in each lysate, are also included. Each immunoblot is a typical result from three independent experiments.

### Effect of NTAL on cell spreading and chemotaxis

Activation through FcεRI or KIT results in enhanced spreading of BMMCs on fibronectin [25], [26]. Our previous studies with NTAL KO BMMCs showed that full-value spreading on fibronectin was dependent on the presence of NTAL in FcεRI-activated, but not KIT activated, cells [18]. Spreading on fibronectin requires expression of intact integrins and signaling pathways, which could be developmentally regulated. Therefore, we analyzed spreading of BMMC on fibronectin in controls and cells with NTAL KD after exposure to Ag and/or SCF. Data presented in Figure 4A show that in relation to WT and WT pLKO cells, cells with NTAL KD exhibited decreased spreading after activation with Ag. Activation with both Ag and SCF also reduced the spreading of cells with NTAL KD, which showed similar response as cells from NTAL KO mice. No inhibition of spreading was observed in NTAL-deficient cells after activation with SCF. Quantitative analysis of the data obtained is shown in Figure 4B. The area of individual cells was measured and normalized to that of nonactivated cells. Compared to corresponding controls, NTAL KDs and KOs exhibited a significant decrease in surface area after triggering with Ag. Similarly, clear inhibition of cell spreading was observed in both NTAL KOs and KDs activated with Ag + SCF. The difference between NTAL KDs and WT pLKO control, stimulated with Ag + SCF was, however, not significant, mainly because of slight decrease in the spreading of cells with WT pLKO.

**Figure 4:**
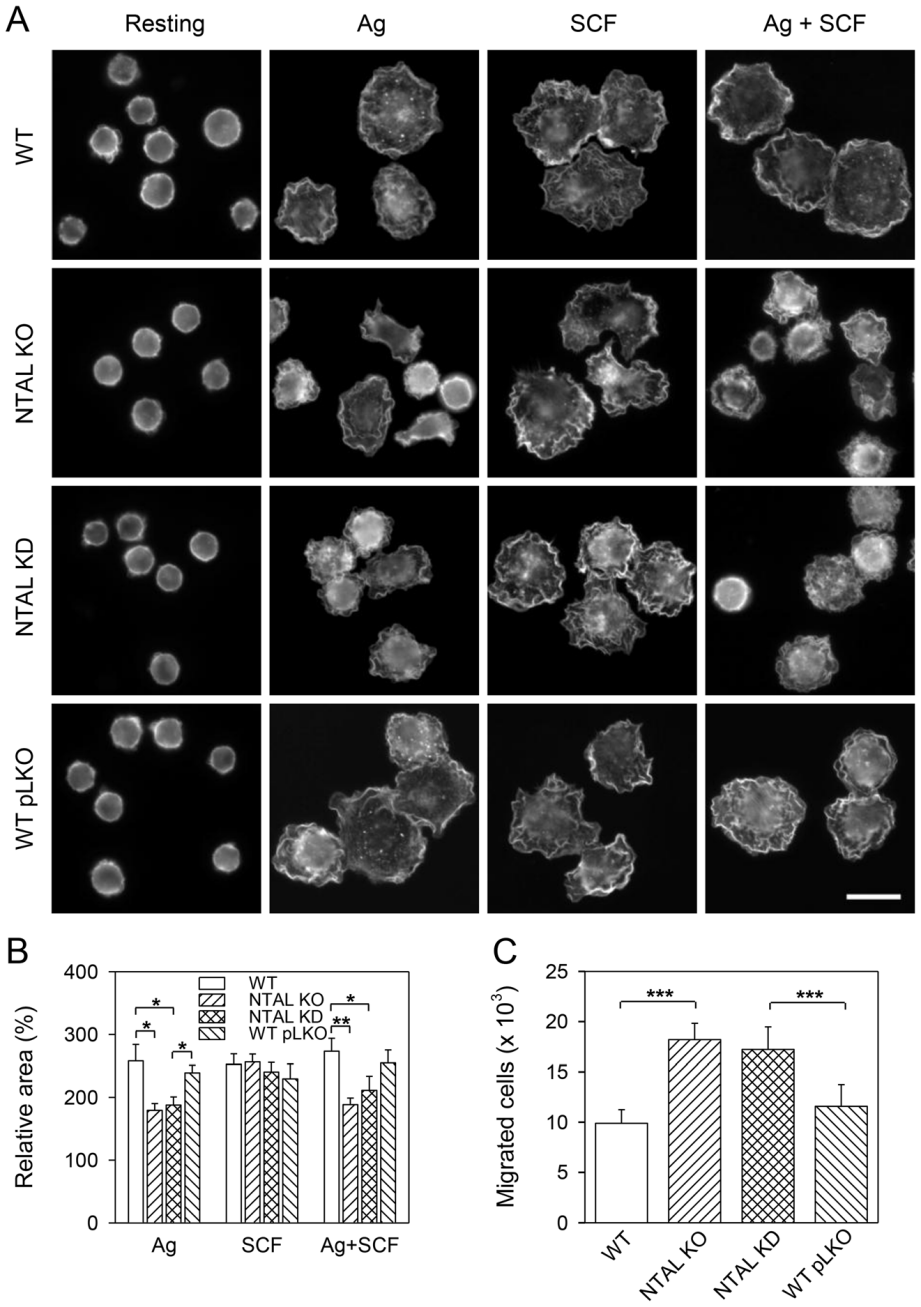
BMMCs with NTAL KD exhibit reduced spreading on fibronectin after stimulation with Ag or Ag + SCF, and enhanced chemotaxis towards Ag. (A) NTAL deficient cells and controls were sensitized with IgE, attached to fibronectin/Cell-Tak–coated glass for 1 hour at 37°C and then challenged or not (Resting) with Ag (250 ng/ml TNP-BSA), SCF (40 ng/ml) or both (Ag + SCF) for 30 minutes. Afterwards the cells were fixed and stained for actin with Alexa Fluor 488 phalloidin. Scale bar 10 µm. All images are depicted in the same scale. (B) Cell areas were determined using ScanR analysis software and data were normalized to nonactivated cells. Means ± SE were calculated from 6 independent experiments with at least 500 cells evaluated in each test. (C) Chemotactic response of IgE-sensitized BMMCs (WT, NTAL KO, NTAL KD and WT pLKO) towards Ag (250 ng/ml TNP-BSA) was evaluated by means of Transwell system with polycarbonate membrane. Numbers of the cells migrating through the membrane after 8 hours were determined by flow cytometry. Means ± SD were calculated from 4 independent experiments performed in duplicates. *p<0.05; **p<0.01; ***p<0.001.

We also tested the chemotactic response of NTAL-deficient cells in comparison to WT cells. Data presented in Figure 4C indicate that BMMCs with NTAL KD exhibited significantly enhanced Ag-mediated chemotaxis, similarly as cells with NTAL KO. There was no significant difference between the two cells types.

### NTAL KD increases F-actin depolymerization

FcεRI-induced activation of BMMCs is accompanied by rapid F-actin depolymerization [27]. To determine whether F-actin depolymerization is similarly regulated in NTAL KDs, we activated cells with NTAL KD or NTAL KO and corresponding controls with Ag and/or SCF for the indicated time intervals, and determined the amount of F-actin by flow cytometry. Data presented in Figure 5A show that triggering with Ag stimulated both NTAL KOs and KDs to significantly higher F-actin depolymerization when compared to WT cells. We also observed that SCF activation induced clear increase in F-actin formation, rather than actin depolymerization, and no difference between NTAL KOs and KDs was noticed (Figure 5B). Cells activated by both activators (Ag + SCF) responded by stronger depolymerization than cells activated with Ag alone, and again no difference between cells with NTAL KO and KD was observed (Figure 5C).

**Figure 5:**
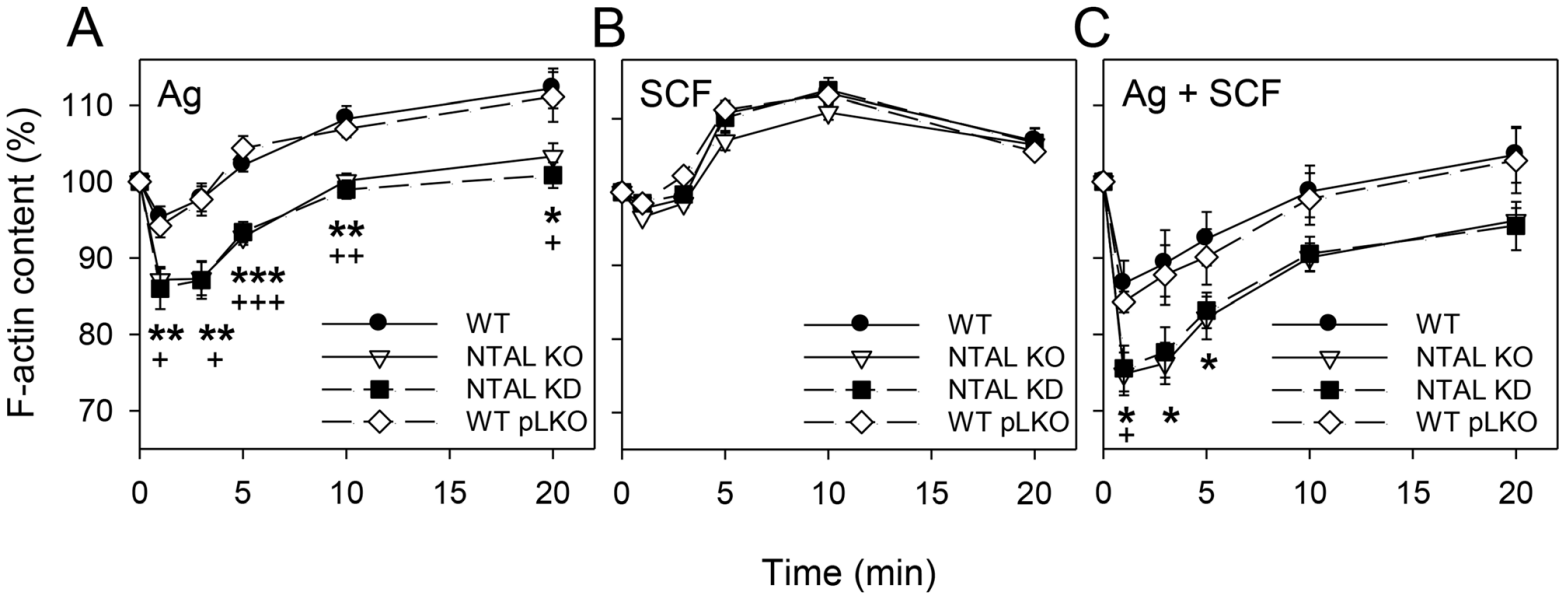
BMMCs with NTAL KD exhibit enhanced actin depolymerization after stimulation with Ag or Ag + SCF. Cells were activated with Ag (250 ng/ml TNP-BSA; A), SCF (40 ng/ml; B) or Ag + SCF (C). At the indicated times, the cells were fixed, stained for F-actin with Alexa Fluor 488-phalloidin and analyzed by flow cytometry. Data were normalized to fluorescence of resting cells (similar in all cell types). Values indicate mean ± SE (n = 6). *^,+^ *p*<0.05; **^,++^ *p*<0.01; ***^,+++^ *p*<0.001; significant differences between NTAL KOs and WTs (asterisks) and NTAL KDs vs WT pLKOs (crosslets) are shown.

### Transcriptome profiles of cells with NTAL KO or KD

To better understand the role of NTAL in mast cell physiology and Ag-induced signaling pathways, we compared gene expression profiles of nonactivated and Ag-activated NTAL-deficient BMMCs with the corresponding controls. Four groups of cells (NTAL KO, NTAL KD, WT, and WT pLKO) were prepared and maintained under comparable culture conditions. Each group consisted of BMMCs isolated from three mice to account for variability of cell donors and procedures of BMMCs isolation. RNA was isolated from IgE-sensitized nonactivated cells or cells activated for 2 hours with Ag. 

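Lat2, the gene that encodes NTAL, was lower in NTAL KD cells on these arrays and did not pass in NTAL KO cells. Its 2 probe sets read log2 −1.76 (SE 0.11, adjusted p = 1.38e-07) and −1.47 (SE 0.16, adjusted p = 9.12e-05) in nonactivated NTAL KD against WT pLKO cells (n = 3 and 3). After antigen the same probe sets read −1.85 and −1.26 (adjusted p = 1.22e-07 and 0.000333). The brighter probe set of Lat2 stood between 10.56 and 10.78 on the 3 nonactivated NTAL KD arrays and at 12.23 or above on the 3 WT pLKO arrays. On the NTAL KO arrays Lat2 read 12.04 ± 0.09 against 12.21 ± 0.19 on the WT arrays (adjusted p = 0.563). Both probe sets of Lat2 still read a transcript in NTAL KO cells, so they check nothing about the deletion, and which part of the gene they match was not analysed here.

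The paper compares WT, NTAL KO, WT pLKO and NTAL KD cells, each nonactivated or activated for 2 h with antigen, on Affymetrix HT MG-430 PM arrays. Values of 23 arrays are deposited: 3 per group, and 2 for activated NTAL KO cells. Replicates are cells from separate mice: mice 1 to 3 gave the WT, WT pLKO and NTAL KD cells, and other mice gave the NTAL KO cells. Their number limits the precision of every change below. The authors processed the arrays with RMA in Partek and tested groups by analysis of variance, at above 1.8-fold with a false discovery rate under 0.1. Here the deposited log2 values were taken as they are, and limma fitted the 8 group means over the 23 arrays with the same 2 thresholds. Of 3 against 3 arrays, 10% of unchanged probe sets show no overlap by chance, and of 2 against 3 arrays 20%. Called probe sets were chosen for their change, so these shares are no baseline for them. In addition 26 gene lists, written before the arrays were examined, were tested with camera at a preset correlation between genes. Each list call that ends when this correlation is estimated from the arrays is given with that second adjusted p.

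**Figure D1:**
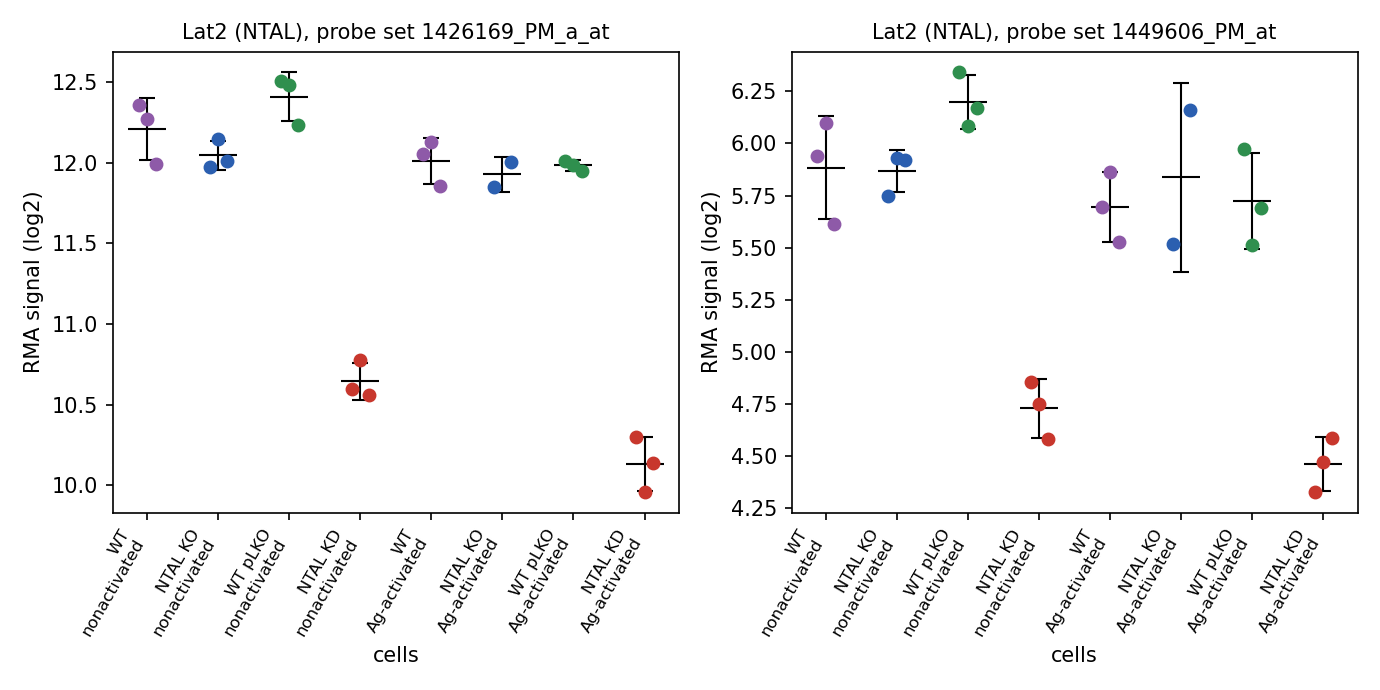
Log2 level of Lat2 on each array, for each of its 2 probe sets. Every point is 1 array, grouped by cell type and activation, and bars give mean ± SD. The NTAL KD arrays lie below all others, and the NTAL KO arrays lie with WT.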

The same RNA was used for microarray analysis and for later confirmation of the gene expression by qPCR. First, we compared expression profiles of nonactivated NTAL KO cells with nonactivated littermate WT controls; from 209 differentially expressed genes (258 probe sets), 70 showed more than 1.8 fold upregulation in NTAL KO cells (Table S1). 

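Nonactivated NTAL KO cells differed from WT cells in 457 genes (705 probe sets), 154 of them higher and 303 lower. Greb1, known as an estrogen-regulated gene, rose by log2 3.09 (SE 0.35, adjusted p = 0.000744), to 6.61 ± 0.91 from 3.52 ± 0.03 (n = 3 and 3). Wwtr1, a transcriptional coactivator of the Hippo pathway, rose by 2.58 (SE 0.35), and the transglutaminase gene Tgm2 by 2.53 (SE 0.47, adjusted p = 0.013). Far2, which makes fatty alcohols, fell by 1.87 (SE 0.26, adjusted p = 0.00269). At 676 of the 705 probe sets the 3 NTAL KO arrays do not overlap with the 3 WT arrays. Against WT pLKO in place of WT cells 65 probe sets pass, 35 higher and 30 lower, with 45 of the 705 among them. The count moves with single arrays: 138 probe sets pass without WT replicate 1, 190 without NTAL KO replicate 1 and 1231 without NTAL KO replicate 2, while Greb1, Wwtr1, Tgm2 and Far2 pass each time. Without WT replicates 2 and 3 it is 707 and 731. The median size of the change at the 705 goes from 1.08 to 1.00 without WT replicate 1 and to 0.97 without NTAL KO replicate 1. Whether these arrays or the smaller number of arrays lower the count cannot be told. Without NTAL KO replicate 3 the count is 300 genes. With limma on the compared groups alone it is 103 genes, and with an unmoderated linear model on these groups 0. A mixed model of mouse, chosen after the values were seen, calls 170 genes. NTAL KO replicate 2 also stands apart by 17 macrophage genes, at a mean level of 7.85, where NTAL KO replicates 1 and 3 read 4.74 and 4.44.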

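Genes of DNA replication were lower in nonactivated NTAL KO than in WT cells: of 40 measured, 37 fell and 1 rose when adjusted over the list alone (median log2 −1.0, adjusted p = 4.95e-21, and 0.300 with an estimated correlation). Cdc6, which loads the replicative helicase, fell by 1.64 (SE 0.34), and Gins2, a part of the complex that helicase works in, by 1.69 (SE 0.38; n = 3 and 3). Of 26 genes of ribosome biogenesis 19 fell and 1 rose (median −0.55, adjusted p = 6.05e-11, and 0.300 with an estimated correlation), among them the rRNA methyltransferase Fbl (−0.96, SE 0.20) and Nop58 (−0.84, SE 0.19). Of 20 genes of serine and one-carbon metabolism 11 fell and 1 rose (median −0.64, adjusted p = 0.000254, and 0.379 with an estimated correlation), with Psat1 at −1.49 (SE 0.32). Against WT pLKO in place of WT cells, the medians of DNA replication, ribosome biogenesis and one-carbon metabolism are −0.26, 0.11 and 0.10 (adjusted p = 0.000135, 0.0930 and 0.787, and 0.766 for the first with an estimated correlation), and Fbl reads 0.05. Cdc6, Gins2, Fbl and Psat1 no longer pass without WT replicate 1 (−1.55, −1.54, −0.97 and −1.39) or without NTAL KO replicate 1 (−1.42, −1.42, −0.79 and −1.19).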

When focused on biological processes and molecular functions of the genes (Table 2), a large group of the genes involved in metabolic and biosynthetic processes as well as in transcription, translation, and mRNA and rRNA processing was present. The gene list contains about 60 genes with DNA, RNA, or nucleotide binding functions involved in regulation of transcription, replication, and splicing, 21 genes with protein binding function, but, surprisingly, only 6 genes with receptor or signal transducer activity [*Il12rb1* (0.36 fold decrease in KO cells), *Pdcd1lg2*, (3.22 fold increase), *Lgr4* (2.31), *Calca* (2.70), *Lrp8* (0.47) and *Bzrap1* (0.39)]. 

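Among receptors and secreted signals, Pdcd1lg2, a ligand of the inhibitory receptor PD-1, rose in nonactivated NTAL KO cells by log2 1.69 (SE 0.32), to 8.29 ± 0.46 from 6.60 ± 0.58 (n = 3 and 3). Calca, the gene of calcitonin and of its related peptide, rose by 1.43 (SE 0.21, adjusted p = 0.00419), and Lgr4 by 1.21 (SE 0.26). Il12rb1, a receptor chain for IL-12 and IL-23, fell by 1.47 (SE 0.30, adjusted p = 0.0169), Lrp8 by 1.10 (SE 0.24) and Tspoap1, the current name of Bzrap1, by 1.37 (SE 0.27). Without WT replicate 1 the tests of Lgr4, Il12rb1, Lrp8 and Tspoap1 no longer pass (1.14, −1.32, −0.86 and −1.21). Without NTAL KO replicate 2, Lgr4 (0.73) and Lrp8 (−0.84) stay below the fold threshold.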

Other differentially regulated genes are involved in protein phosphorylation and dephosphorylation [*Mlkl* (0.48), *Cdkl2* (2.79), *Ptp4a3* (0.33), *Dusp5* (2.19), *Ppp1r14b* (0.43)] and MAPK kinase kinase cascade [*Map3k7* (0.42) and *Pebp1* (0.49)]. 

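Cdkl2, a kinase gene, rose by log2 1.48 (SE 0.24, adjusted p = 0.00881) in nonactivated NTAL KO cells, and Dusp5, which dephosphorylates nuclear ERK, by 1.13 (SE 0.21; n = 3 and 3). Pebp1 fell by 1.28 (SE 0.17), to 10.53 ± 0.44 from 11.81 ± 0.13, and Map3k7 by 1.26 (SE 0.21). The phosphatase gene Ptp4a3 fell by 1.61 (SE 0.32), Ppp1r14b by 1.22 (SE 0.24) and Mlkl, which acts in necroptosis, by 1.05 (SE 0.18, adjusted p = 0.0107). Of 20 genes of negative feedback on signaling 5 rose and 0 fell over the list alone (median 0.37, adjusted p = 0.00852, and 0.402 with an estimated correlation), among them Cish (0.77, SE 0.19) and Tnfaip3 (0.63, SE 0.15). Against WT pLKO in place of WT this median is 0.15 (adjusted p = 0.818). Without NTAL KO replicate 1, Dusp5 reads 0.77 and stays below the fold threshold, and the list of negative feedback does not pass without NTAL KO replicate 2 (0.35) or WT replicate 3 (0.38).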

In a group of genes involved in metabolic and biosynthetic processes we found downregulated genes in steroid biosynthetic processes and lipid metabolism.

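Enzymes of fatty acid synthesis were lower in nonactivated NTAL KO cells: of 12 measured, 8 fell and 1 rose over the list alone (median log2 −0.52, adjusted p = 0.00186). With an estimated correlation the adjusted p is 0.300. Fasn, the fatty acid synthase, fell by 1.08 (SE 0.25), and Acsl3, which activates long-chain fatty acids, by 1.25 (SE 0.26; n = 3 and 3). Of 10 genes of sterol uptake and its regulation 1 fell (adjusted p = 0.868), and of 6 genes of cholesterol efflux 1 rose (adjusted p = 0.853), so neither list passed. The paper goes from this group to the enzymes of cholesterol synthesis. Fasn (−0.87) and Acsl3 (−0.88) no longer pass without WT replicate 1, nor does Acsl3 without NTAL KO replicate 1 (−1.06), and the list does not pass without NTAL KO replicate 2 (−0.34).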

**Table 2:** Differences in transcriptional regulation between NTAL KO and WT cells.

Biological processes different in NTAL KO vs WT cells			Molecular functions different in NTAL KO vs WT cells		
Biological process	Genes in non-activated cells	Genes in activated cells	Molecular function	Genes in non-activated cells	Genes in activated cells
metabolic processes	24	17	nucleotide binding	38	41
biosythetic processes	15	2	protein binding	21	31
transcription and its regulation	12	15	DNA binding	14	20
mRNA/rRNA processing and translation	11	2	catalytic activity	12	5
transport	11	3	RNA binding	8	1
protein phosphorylation and dephosphorylation	8	9	nucleic acid binding	7	5
cell cycle	7	14	receptor and signal transducer activity	6	3
ATP catabolic process	5	5	binding	5	5
DNA replication	5	6	magnesium ion binding	4	0
apoptosis	4	5	phosphoprotein phosphatase activity	4	2
signal transduction	4	6	chromatin binding	2	0
mitosis	3	9	peptidyl-prolyl cis-trans isomerase activity	2	1
DNA repair	3	7	actin binding	2	3
protein folding	3	1	serine-type endopeptidase inhibitor activity	2	1
microtubule organization and depolymerization	1	4	iron ion binding	2	1
cell proliferation	0	4	calcium ion binding	2	0
ubiquitin-dependent processes	0	4	structural molecule activity	1	2
cytokinesis and cytokine production	0	4	ubiquitin thiolesterase activity	0	2
other process	51	31	other function	44	28
unknown process	42	46	unknown function	33	43
**total number of genes**	**209**	**194**	**total number of genes**	**209**	**194**

When comparing transcriptomes of nonactivated NTAL KD cells with their WT controls, infected with empty pLKO.1 vector, 162 differentially expressed genes (200 probe sets) were identified (Table S2). Some of these genes are involved in protein phosphorylation and dephosphorylation [*Dusp4* (3.55), *Ptpn2* (0.55), *Ptpn3* (1.81) *Dusp5* (2.33), *Epha5* (2.58) and *Mylk3* (0.39)] and signal transduction [*Tmem123* (0.47), *Rasal3* (2.00), *Mmd* (2.70), *Il1r2* (2.90), *Sema4b* (1.81), *Lphn1* (0.42), and *Ogfrl1* (0.52)]. 

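Nonactivated NTAL KD cells differed from WT pLKO cells in 130 genes (190 probe sets), 41 higher and 89 lower. Atp8b4, a phospholipid flippase, rose by log2 2.06 (SE 0.20, adjusted p = 2.87e-05; n = 3 and 3). Rtraf, a factor of tRNA ligation and transcription, fell by 1.84 (SE 0.17, adjusted p = 2.1e-05), the nuclear pore gene Nup133 by 1.53 (SE 0.19) and the lysosomal sulfatase Ids by 1.57 (SE 0.23). Of 17 p53 target genes 8 rose and 1 fell over the list alone (median 0.46, adjusted p = 0.00373, and 0.474 with an estimated correlation), among them Sesn2 (1.11, SE 0.24). With limma on the compared groups alone 43 genes pass, 10 of them higher, and with an unmoderated linear model on these groups 0. Against WT in place of WT pLKO cells 648 probe sets pass, with 104 of the 190 among them, and with mouse as a fixed effect (a replicate block) 313 pass. Without NTAL KD replicate 3 the count is 123, and Sesn2 no longer passes without NTAL KD replicate 1 or 3 (1.01 and 1.02) or WT pLKO replicate 2 (0.98). NTAL KD replicate 1 and WT pLKO replicate 1 also stand apart by macrophage genes, where their groups read 5.79 ± 1.92 and 5.87 ± 2.04.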

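Dusp4, a phosphatase of MAP kinases, rose by log2 1.83 (SE 0.35, adjusted p = 0.0131) in nonactivated NTAL KD cells, and Dusp5 by 1.22 (SE 0.21; n = 3 and 3). The receptor kinase Epha5 rose by 1.37 (SE 0.28) and the phosphatase Ptpn3 by 0.86 (SE 0.23). Ptpn2, which dephosphorylates JAK and STAT proteins, fell by 0.89 (SE 0.16), and the kinase Mylk3 by 1.35 (SE 0.31, adjusted p = 0.0486). Mmd rose by 1.43 (SE 0.22), and Tmem123 and Ogfrl1 fell by 1.13 (SE 0.16) and 0.95 (SE 0.15). Epha5 no longer passes without NTAL KD replicate 3 (1.19) or WT pLKO replicate 1 (1.21), and Ptpn2 without NTAL KD replicate 1 (−0.79), WT pLKO replicate 2 (−0.80) or 3 (−0.84). The same holds for Ptpn3 without NTAL KD replicates 1 and 3 (0.61 and 0.95) or WT pLKO replicates 2 and 3 (0.76 and 0.79), and for Mylk3 without NTAL KD replicates 2 and 3 (−1.24 and −1.15) or WT pLKO replicates 1 and 3 (−1.16 and −1.29).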

Interestingly, among differentially expressed genes was *Idi*, which was also downregulated in NTAL KO cells.

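Idi1, which isomerizes isopentenyl diphosphate on the way to sterols, was lower in both kinds of nonactivated NTAL-deficient cells at each of its 2 probe sets. They read log2 −1.70 (SE 0.28, adjusted p = 0.00573) and −1.52 (SE 0.25) in NTAL KD against WT pLKO cells, and −1.26 (SE 0.28, adjusted p = 0.0256) and −1.20 (SE 0.25) in NTAL KO against WT cells (n = 3 per group). In NTAL KD cells Stard4, a sterol carrier, fell by 1.15 (SE 0.17) and Insig1, which holds back SREBP, by 1.23 (SE 0.27). Idi1 no longer passes in NTAL KO cells without WT replicate 1 (−1.01 and −1.06). Insig1 no longer passes in NTAL KD cells without NTAL KD replicate 2 or WT pLKO replicate 3 (−1.03 each).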

Numbers of differentially expressed genes in nonactivated NTAL KO and KD cells and their overlaps are schematically depicted in Figure 6A. 

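In nonactivated cells 11 genes passed in both NTAL KO and NTAL KD cells, against 3.47 from independent lists of these sizes (Fisher exact p = 0.000738). By direction 5 were lower in both against 1.58 (Fisher exact p = 0.021) and 0 higher in both against 0.37 (Fisher exact p = 1). The 5 are Idi1, Lss, Mlec, Nt5dc2 and Sdf2l1, a chaperone partner of the endoplasmic reticulum (log2 −1.03, SE 0.26, in NTAL KO and −1.34, SE 0.26, in NTAL KD cells; n = 3 per group). The other 6 moved in opposite directions, among them Snap47 and H2-Ob. By probe sets 16 are shared, 7 lower in both, 8 opposite and 1 higher in both, that of Dusp5 (1.13, SE 0.21, and 1.22, SE 0.21), which the platform table names no gene for. Over all probe sets the changes of NTAL KO and NTAL KD cells correlate at r = 0.06, and genes are not independent replicates. The 2 comparisons have separate control arrays, although WT and WT pLKO cells come from the same mice. The 11 shared genes become 0 with limma on the compared groups alone, 6 without WT replicate 1, 5 without NTAL KO replicate 1, 7 without NTAL KD replicate 3 and 21 without NTAL KO replicate 2, of which 3, 4, 6 and 8 move the same way. The split by direction changes with single arrays as well: 10 of 11 move the same way without WT pLKO replicate 1 and 2 of 10 without WT pLKO replicate 3. It is 4 of 14 without NTAL KD replicate 2, and 8 of 11 and 8 of 13 without WT replicates 2 and 3. WT pLKO replicate 1 and NTAL KD replicate 1 also stand apart by macrophage genes, where their groups read 5.87 ± 2.04 and 5.79 ± 1.92. Sdf2l1 no longer passes in NTAL KD cells without WT pLKO replicate 3 (−1.10), nor in NTAL KO cells without any of WT replicates 1 and 2 (−1.05 and −0.98) and NTAL KO replicates 1 and 3 (−0.96 and −0.99).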

Expression levels of the overlapping genes were verified by qPCR. The data presented in Figure 6B show that from 9 differentially expressed genes showing overlap between KO and KD, 5 genes were upregulated in NTAL KO cells (*Spink4*, *Plau*, *Otub2*, *Dusp5* and *Sdf4*). Two of them were also upregulated in NTAL KD cells (*Plau* and *Dusp5*); one gene, *Otub2*, was dowregulated in NTAL KD cells, and *Spink4* and *Sdf4* gave in NTAL KD cells results which were not consistent between microarray analysis and qPCR. 

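Spink4, a protease inhibitor gene, rose in nonactivated NTAL KO cells by log2 1.45 (SE 0.23, adjusted p = 0.00783), and Plau, which encodes urokinase, by 1.39 (SE 0.30; n = 3 and 3). The deubiquitinase Otub2 rose by 1.17 (SE 0.29, adjusted p = 0.0354) and Sdf4, a calcium-binding protein of the Golgi, by 0.86 (SE 0.19). Of these, Spink4 passes whichever array is left out. Plau (1.08) and Sdf4 (0.82) no longer pass without WT replicate 1, Otub2 without WT replicate 2 (1.04), Sdf4 without WT replicate 3 (0.84), and Otub2 (1.12) and Sdf4 (0.82) without NTAL KO replicate 1.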

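In nonactivated NTAL KD cells Spink4 fell by log2 1.25 (SE 0.23, adjusted p = 0.0115), Otub2 by 1.31 (SE 0.29) and Sdf4 by 0.99 (SE 0.19; n = 3 and 3). The difference between the NTAL KO and the NTAL KD effect was tested for each of them. It is log2 2.71 for Spink4 (SE 0.33, adjusted p = 0.000847), 2.48 for Otub2 (SE 0.41, adjusted p = 0.00921) and 1.84 for Sdf4 (SE 0.27, adjusted p = 0.00459). Each difference passes whichever array is left out, the lowest values being 2.46, 2.02 and 1.58. Otub2 no longer passes in NTAL KD cells without NTAL KD replicate 2 or 3 (−1.20 and −1.22) or WT pLKO replicate 1 (−0.85), and Sdf4 without NTAL KD replicate 3 (−0.83) or WT pLKO replicate 1 (−0.72).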

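Nt5dc2, a gene of the 5'-nucleotidase family, showed the largest fall of the genes that passed in both kinds of nonactivated cells: log2 −2.16 (SE 0.39) in NTAL KO and −2.60 (SE 0.39, adjusted p = 0.00231) in NTAL KD cells (n = 3 per group). Mlec, a lectin of the endoplasmic reticulum, fell by 0.96 (SE 0.18) in NTAL KO and by 0.93 (SE 0.18) in NTAL KD cells. A probe set without a gene name in the platform table, listed by the paper under Slain1, read −1.13 and −1.16 in the 2 comparisons. Mlec stays below the fold threshold in NTAL KD cells without NTAL KD replicate 2 (−0.80) or WT pLKO replicate 3 (−0.78).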

Downregulated genes involved *Mlec*, *Slain1*, *Idi1* and *Nt5dc2* and were comparably reduced in both NTAL KO and KD cells.

**Figure 6:**
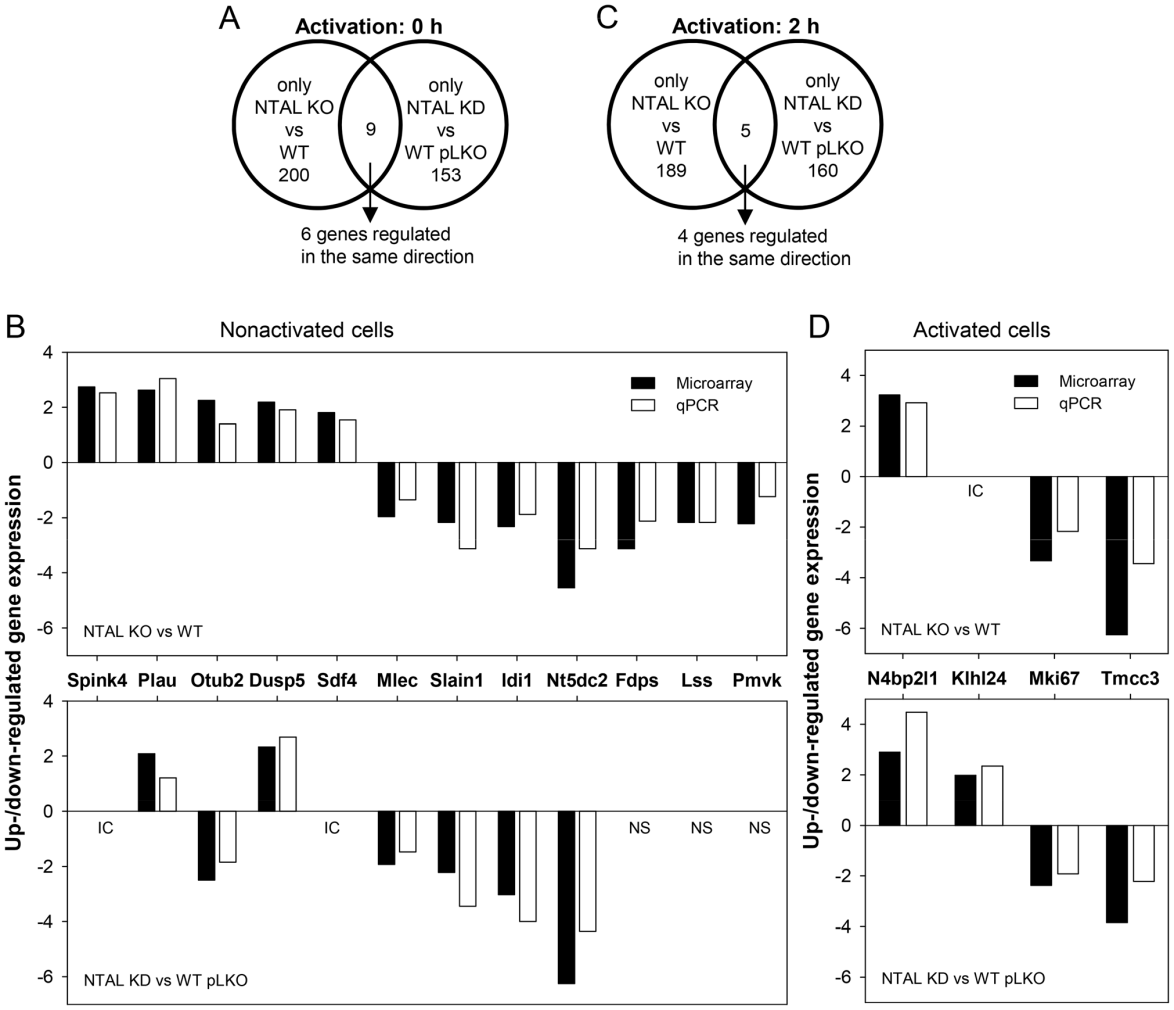
NTAL-dependent up- or down-regulated gene transcripts in resting and Ag-activated BMMCs. (A) Venn diagram illustrating number of genes with expression significantly (>1.8 x) up- or down-regulated in nonactivated cells with NTAL KO vs WT cells and NTAL KD vs WT pLKO cells; only 9 genes showed overlap. (B) Fold up- or down-regulation of overlapping genes in cells with NTAL KO and NTAL KD as determined by microarray data and qPCR analysis. Not shown are genes where qPCR data were inconsistent (IC) with microarray data and data with no significant p-values in microarray data analysis (NS). Four down-regulated genes involved in cholesterol synthesis in NTAL KO cells are also included (*Idi1, Fdps, Lss* and *Pmvk*). (C) Venn diagram as in A but documenting genes in Ag-activated NTAL KO and KD cells; only 5 genes showed overlap. (D) Microarray data and qPCR analysis of the overlapping genes in Ag-activated NTAL KO and KD cells as described in C; only 4 genes showing transcriptional regulation in the same direction are shown.

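After antigen NTAL KO cells (n = 2) differed from WT cells (n = 3) in 427 genes (649 probe sets), 200 with a rise and 228 with a fall, 1 gene having both. Wwtr1 rose by log2 2.78 (SE 0.26, adjusted p = 4.15e-05) and Crisp3, a secreted granule protein, by 2.51 (SE 0.32). The membrane protein gene Tmem40 fell by 2.39 (SE 0.26, adjusted p = 0.000241), and Pole, the catalytic subunit of a replicative DNA polymerase, by 2.56 (SE 0.43). At 646 of the 649 probe sets the 2 NTAL KO arrays do not overlap with the WT arrays. The count is 248 without activated NTAL KO replicate 3, 305 without activated NTAL KO replicate 1 and 347 without activated WT replicate 1, while Wwtr1, Crisp3, Tmem40 and Pole pass each time.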

Analysis of gene expression in Ag-activated cells revealed 194 genes (235 probe sets) differentially expressed between NTAL KO cells and WT cells (Table S3). Among them, 83 genes showed more than 1.8 fold upregulation. 

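Among the genes that rose in activated NTAL KO cells are Stat2, a transcription factor of interferon signaling (log2 0.95, SE 0.17, adjusted p = 0.00711), the interferon-induced Gbp2 (1.55, SE 0.33) and Mylip, an LXR target that degrades the LDL receptor (1.15, SE 0.25; n = 2 and 3). Of 25 interferon-stimulated genes 5 rose and 0 fell over the list alone, and the list as a whole did not pass (adjusted p = 0.565). Of the probe sets that passed in NTAL KO cells, 179 did so both before and after antigen, 178 of them in the same direction, against 10.2 from independent lists. The cells at both times come from the same mice. Gbp2 (1.49 and 1.61) and Mylip (1.09 and 1.21) no longer pass without activated NTAL KO replicate 1 or 3.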

Most of the genes are involved in transcription, other genes are involved in metabolic processes, production and function of cytokines and in cytoskeleton organization and function. 

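Cytokine and chemokine genes were lower in activated NTAL KO than in activated WT cells: of 28 measured, 8 fell and 0 rose over the list alone (median log2 −0.42, adjusted p = 6.94e-06, and 0.104 with an estimated correlation). Il5 fell by 1.81 (SE 0.37), Ccl17 by 1.28 (SE 0.27, adjusted p = 0.021) and Lif by 0.98 (SE 0.20; n = 2 and 3). Of 28 immediate early genes 7 fell (median −0.35, adjusted p = 0.00138, and 0.583 with an estimated correlation), led by the AP-1 gene Fosl1 (−2.23, SE 0.34). Against WT pLKO in place of WT the cytokine median is −0.24 (adjusted p = 0.00132, and 0.190 with an estimated correlation). The cytokine list moved the other way in NTAL KD cells, and the median difference between the 2 effects is −0.75 (adjusted p = 4.17e-11, and 0.00614 with an estimated correlation). Macrophage genes also had a lower mean level on the activated NTAL KO (4.40 ± 0.10) than on the activated WT arrays (5.05 ± 0.18). They read 4.87 ± 0.35 in activated NTAL KD and 4.69 ± 0.47 in activated WT pLKO cells. Whether the cytokine changes go with these levels was not tested. Of 35 genes of the cytoskeleton, adhesion and chemotaxis 2 rose and 1 fell, the integrin Itga4 (−1.31, SE 0.35), and the list did not pass (adjusted p = 0.963). Il5 (−1.61), Lif (−0.94), Ccl17 (−1.28) and Itga4 (−1.47) no longer pass without activated NTAL KO replicate 3. The same holds for Ccl17 (−1.27) and Itga4 (−1.15) without activated NTAL KO replicate 1, and for Itga4 (−1.02) without activated WT replicate 1.

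**Figure D2:**
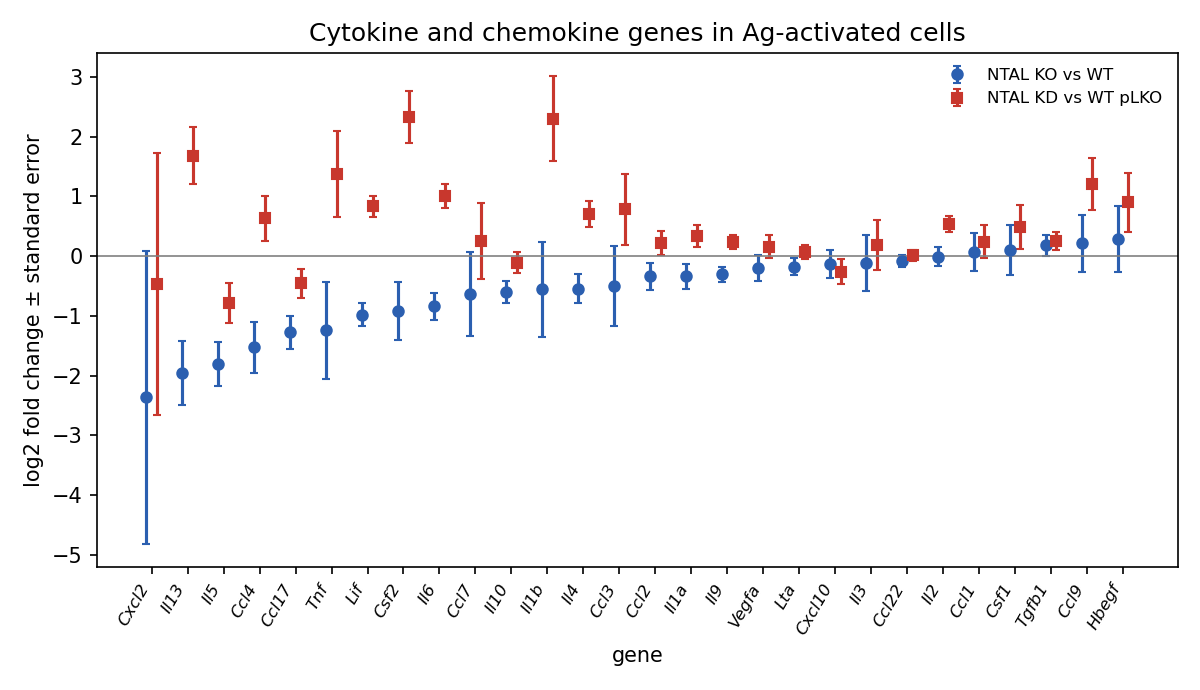
Log2 change of each cytokine and chemokine gene in activated cells, NTAL KO against WT and NTAL KD against WT pLKO. Points are estimates and bars are 1 SE. Most NTAL KO estimates are below 0, while most NTAL KD estimates are above it.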

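After antigen NTAL KD cells differed from WT pLKO cells in 129 genes (208 probe sets), 37 higher and 92 lower (n = 3 and 3). Csf2, which encodes GM-CSF, rose 5.03-fold (log2 2.33, SE 0.44, adjusted p = 0.0131), and Il6 rose by 1.01 (SE 0.20). Of 28 cytokine and chemokine genes 8 rose and 1 fell over the list alone (median 0.30, adjusted p = 6.34e-05, and 0.196 with an estimated correlation). Pccb, an enzyme of propionate breakdown, fell by 1.78 (SE 0.13, adjusted p = 6.24e-07) and the splicing factor Mbnl3 by 1.85 (SE 0.29), while Brinp1 rose by 1.76 (SE 0.20). At all 208 probe sets, which were chosen for their change, the NTAL KD arrays do not overlap with the WT pLKO arrays. With mouse as a fixed effect (a replicate block) 477 probe sets pass, 173 of them higher, where 54 of the 208 are. The 54 become 33 without activated NTAL KD replicate 3 and 31 without activated WT pLKO replicate 2. Without activated NTAL KD replicate 1 the count is 401, and Il6 no longer passes without activated NTAL KD replicate 3 (0.91) or WT pLKO replicate 2 (0.94).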

Analysis of Ag-activated NTAL KDs revealed 165 genes (203 probe sets; Table S4).

Numbers of differentially expressed genes in Ag-activated NTAL KO and KD cells and their overlaps are schematically shown in Figure 6C. 

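In activated cells 14 genes passed in both NTAL KO and NTAL KD cells, against 3.21 from independent lists (Fisher exact p = 4.13e-06). Racgap1, which acts in cytokinesis, fell by log2 2.32 (SE 0.30) in NTAL KO and by 1.19 (SE 0.27) in NTAL KD cells, and Trip13, of the spindle checkpoint, by 2.04 (SE 0.35) and 1.29 (SE 0.32; n = 2 and 3, and n = 3 and 3). Over all probe sets the 2 sets of changes correlate at r = 0.24, where probe sets are not independent replicates. The 14 shared genes become 5 without activated NTAL KO replicate 3, 9 without WT pLKO replicate 1 and 22 without WT pLKO replicate 3. They are 7 without NTAL KO replicate 1, NTAL KD replicate 3 or WT pLKO replicate 2.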

Expression levels of the overlapping genes were verified by qPCR. Data presented in Figure 6C and D show that from the 5 overlapping genes in activated KD and KO, 4 of them showed transcriptional regulation in the same direction. 

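Of the 14 genes shared by activated NTAL KO and NTAL KD cells, 13 moved the same way, 4 up and 9 down. The 9 include Brca1 (log2 −1.40, SE 0.38, in NTAL KO and −1.32, SE 0.34, in NTAL KD cells) and Lmnb1, a lamin of dividing cells (−1.08, SE 0.26, and −1.05, SE 0.23). Among the genes with a rise is Tdrd7 (0.89, SE 0.23, and 1.14, SE 0.21). Prnp moved in opposite directions (0.88, SE 0.22, and −1.05, SE 0.20; n = 2 or 3 per group). With limma on the compared groups alone 9 of 14 move the same way. At the level of probe sets 23 are shared, 18 of them in the same direction, where 3.00 are expected of independent lists. The 5 others are those of Prnp, Tgm2 (1.71 and −1.84), Mex3b, 4933407A17Rik and AI481207.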

In NTAL KO cells, *N4bp2I1* gene was upregulated but *KIhI24* gave results which were not consistent between microarray analysis and qPCR. 

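N4bp2l1 rose in activated NTAL KO cells by log2 1.70 (SE 0.33, adjusted p = 0.0122), to 5.38 ± 0.31 (n = 2) from 3.67 ± 0.11 (n = 3). Klhl24, a target of FoxO factors in other cells, rose by 1.21 (SE 0.25, adjusted p = 0.0178) at 1 probe set and by 0.91 (SE 0.24) at the other. Of 18 FoxO target and quiescence genes 3 rose and 1 fell (adjusted p = 0.402), and this list includes N4bp2l1 and Klhl24. N4bp2l1 no longer passes without activated NTAL KO replicate 1 (1.49), and the first Klhl24 probe set without activated NTAL KO replicate 1 or 3 (1.18 and 1.24). The second Klhl24 probe set no longer passes without activated WT replicates 1 or 2 (0.85 and 0.81) or NTAL KO replicates 1 or 3 (0.83 and 0.98).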

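N4bp2l1 rose by log2 1.53 (SE 0.30, adjusted p = 0.0159) in activated NTAL KD against WT pLKO cells, and Klhl24 by 0.99 (SE 0.22) and 0.92 (SE 0.21) at its 2 probe sets (n = 3 and 3). Of 17 p53 target genes 5 rose and 0 fell over the list alone (median 0.26, adjusted p = 0.0021, and 0.248 with an estimated correlation). N4bp2l1 passes whichever array is left out. At least 1 Klhl24 probe set no longer passes without any of activated NTAL KD replicates 1, 2 and 3 (lowest value 0.89) or WT pLKO replicates 2 and 3 (0.76 and 0.77).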

In NTAL KD cells both these genes were upregulated. In both NTAL KO and KD cells *Mki67* and *Tmcc3* were downregulated in both cells types.

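Mki67, the gene of the proliferation marker Ki-67, fell in activated NTAL KO cells by log2 1.75 (SE 0.31), to 6.95 ± 0.26 (n = 2) from 8.70 ± 0.25 (n = 3), and by 1.25 (SE 0.28, adjusted p = 0.0375) in NTAL KD cells (n = 3 and 3). Tmcc3 fell by 2.77 (SE 0.53) and 2.65 (SE 0.36) at its 2 probe sets in NTAL KO cells and by 1.95 (SE 0.32) in NTAL KD cells. Mki67 moved with the other genes of mitosis: of 33 measured, 29 fell and 1 rose over the list alone in NTAL KO cells (median −1.53, adjusted p = 5.3e-34, and 0.158 with an estimated correlation). Birc5 fell by 2.31 (SE 0.28), Ccnb2 by 2.22 (SE 0.26) and Bub1 by 2.82 (SE 0.37). In NTAL KD cells 17 of the 33 fell (median −0.60, adjusted p = 1.83e-14, and 0.623 with an estimated correlation). Of 40 genes of DNA replication 30 fell in NTAL KO cells (median −1.12, adjusted p = 1.35e-21, and 0.304 with an estimated correlation), with Pold1 at −1.86 (SE 0.32). Mki67 (−1.57) and 1 Tmcc3 probe set (−2.45) no longer pass in NTAL KO cells without activated NTAL KO replicate 3. In NTAL KD cells Mki67 no longer passes without NTAL KD replicate 3 (−0.83) or WT pLKO replicates 1 or 2 (−1.12 and −1.26).

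**Figure D3:**
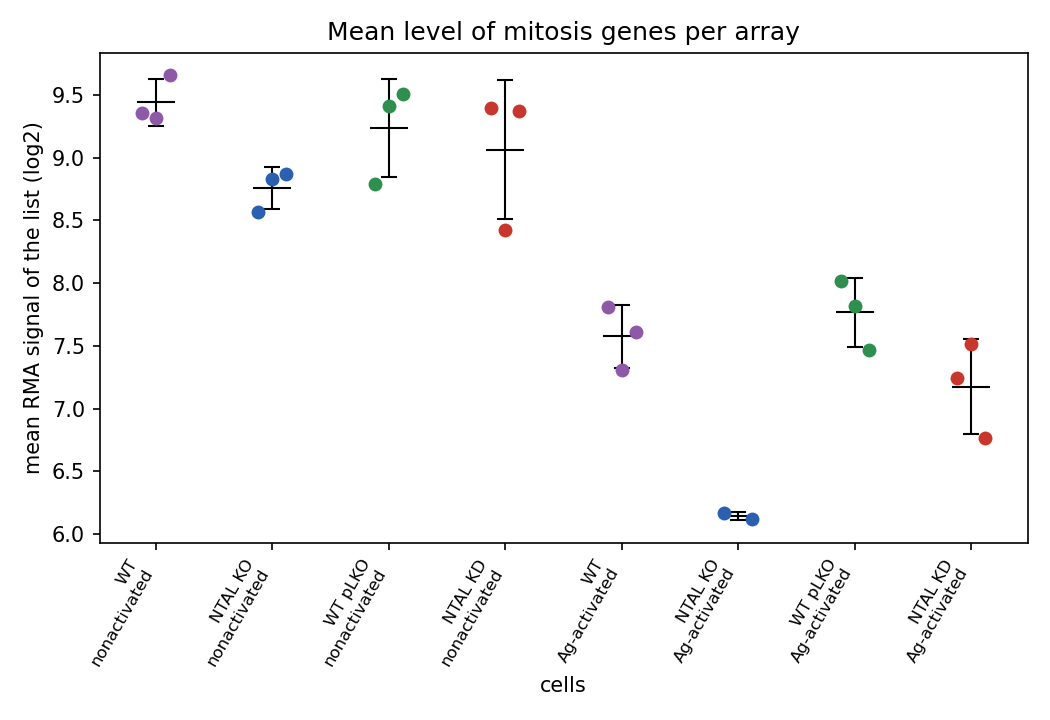
Mean log2 level of the 33 genes of mitosis on each array. Every point is 1 array, grouped by cell type and activation, and bars give mean ± SD. All cell types fall after antigen, and the 2 activated NTAL KO arrays lie lowest.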

We also looked at changes of gene expression profiles after FcεRI triggering of NTAL KO, NTAL KD, WT and WT pLKO BMMCs. 

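After 2 h of antigen the chemokine gene Ccl1 rose by log2 7.30 (SE 0.28) in WT, 7.02 (SE 0.31) in NTAL KO, 6.70 (SE 0.28) in NTAL KD and 7.01 (SE 0.28) in WT pLKO cells (n = 3 per group, 2 for activated NTAL KO). The orphan nuclear receptor Nr4a3 rose by 7.55 (SE 0.40), 5.63 (SE 0.45), 6.97 (SE 0.40) and 6.60 (SE 0.40). Of 28 cytokine and chemokine genes 23, 10, 23 and 21 rose over the list alone (medians 1.21, 0.37, 1.30 and 1.14). With an estimated correlation the adjusted p of this list is 0.00173 in WT, 0.182 in NTAL KO, 0.00303 in NTAL KD and 0.00813 in WT pLKO cells. The median difference between the rise in NTAL KO and in WT cells is −0.76 (adjusted p = 7.21e-11, and 0.00682 with an estimated correlation). No single cytokine gene passes that test over all genes. The order of the cell types is WT, NTAL KO, NTAL KD and WT pLKO throughout.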

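Antigen changed 633 probe sets in WT, 727 in NTAL KO, 621 in NTAL KD and 688 in WT pLKO cells by more than 4-fold with an adjusted p under 0.05, and 305 of them (206 genes) in all 4. Of the 305, 181 rose and 124 fell, and 0 moved in opposite directions. Crabp2, a carrier of retinoic acid, rose by log2 7.04 (SE 0.32) in WT, 7.89 (SE 0.36) in NTAL KO, 7.32 (SE 0.32) in NTAL KD and 7.51 (SE 0.32) in WT pLKO cells (n = 3 per group, 2 for activated NTAL KO). Pimreg, a regulator of mitosis, fell by 4.36 (SE 0.36), 4.53 (SE 0.41), 4.25 (SE 0.36) and 4.16 (SE 0.36), and N4bp2l1 by 3.94 (SE 0.30), 3.46 (SE 0.33), 3.58 (SE 0.30) and 4.76 (SE 0.30). The granzyme gene Gzmd rose by 5.69, 6.50, 5.41 and 6.24, and the ETS factor Erg fell by 3.70, 4.10, 3.19 and 3.90. Of Table S5, 307 of its probe sets could be read here, and 299 of them pass in all 4 cell types. Left-out arrays move the 305 to no fewer than 278 and no more than 317.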

With a more stringent cut-off point of >4 fold up- or down-regulated gene expression and with FDR <0.05, we obtained a list of 308 probe sets representing 244 genes which are shown in Table S5. It is noteworthy that when performing PCA using all probe sets, differences between activated NTAL-deficient cells and the corresponding nonactivated controls were preserved. 

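The NTAL KO arrays stay apart from WT after antigen: on the first 3 principal components the mean distance is 149 between nonactivated and 133 between activated arrays, while arrays within the WT and NTAL KO groups lie 49.1 to 77.3 apart. For NTAL KD against WT pLKO the distance is 148 before and 90.2 after antigen, and the NTAL KD arrays lie 149 and 88.5 apart among themselves. These distances do not pair arrays by mouse. At both times each NTAL KD array lies below the WT pLKO array of its mouse on the second component and above it on the third. Of the NTAL KD calls, 65 probe sets pass at both times, all in the same direction, against 0.88 from independent lists. Cells at both times are from the same mice (n = 3 per group, 2 for activated NTAL KO). The test of whether an effect changes with antigen calls 1 gene for NTAL KO, Fads3 (log2 1.24, SE 0.16, adjusted p = 0.0121), and 0 for NTAL KD (limma, with 2258 probe sets at an unadjusted p under 0.05). Fads3 is not called without activated NTAL KO replicate 1 (1.14). The 1 becomes 51 without activated WT replicate 3, 7 without activated NTAL KO replicate 3, and 2 without WT replicate 3, NTAL KO replicates 1 or 3 or activated WT replicates 1 or 2. A mixed model of mouse, chosen after the values were seen, calls 3 for NTAL KO and 1 for NTAL KD in this test.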

The highest clustering according to the treatment was found for the first principal component (PC; Figure 7; PC#1) demonstrating that activation of mast cells is a robust process with high impact on transcriptional changes. 

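The first component carries 24.9% of the variance, and 98.7% of its spread lies between activated and nonactivated arrays (permutation p = 1e-05, 23 arrays). Genes of mitosis fell with antigen in every cell type, 32 of 33 in WT, NTAL KO and NTAL KD and 30 in WT pLKO cells over all genes (medians log2 −2.00, −2.78, −1.92 and −1.60). With an estimated correlation their adjusted p is 0.274, 0.182, 0.264 and 0.292. Genes of ribosome biogenesis rose, 17, 23, 22 and 24 of 26 (medians 0.75, 1.42, 1.07 and 1.19, and adjusted p = 0.340, 0.182, 0.264 and 0.225 with an estimated correlation). The paper concludes from this component that activation is a strong event in mast cells.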

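The second component carries 8.05% of the variance, of which 67.2% lies between the 4 cell types (permutation p = 1e-04) and 40.1% between mice. The permutation was done within each time and does not pair arrays by mouse. The NTAL KO cells come from mice of their own, so cell type and mouse cannot be told apart for them. At 0 h the NTAL KO effect lies above the NTAL KD effect at 431 probe sets and below it at 531 (n = 3 per group). Among the genes of ribosome biogenesis the median difference between the 2 effects is log2 −0.65 (adjusted p = 3.45e-09, and 0.464 with an estimated correlation).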

Smaller clustering was shown according to the type of cells along the second principal component (Figure 7; PC#2).

**Figure 7:**
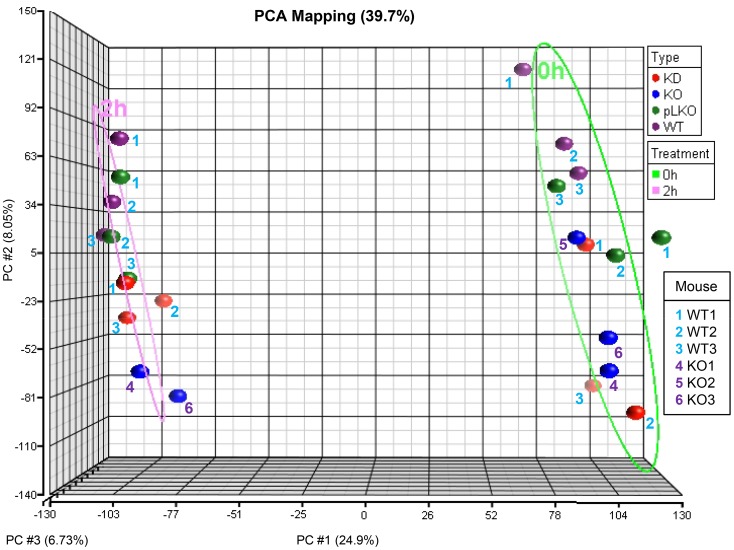
Principal component analysis of the microarrays. Each colored circle represents different cell type: NTAL KD (KD; red), NTAL KO (KO; blue), WT pLKO (pLKO; green), and WT (lilac). Each mouse from which the cells originated is identified by a colored numbers. The WT BMMCs isolated from mice 1–3 (blue numbers) were used not only as controls for NTAL KO cells, but also for obtaining NTAL KD and WT pLKO cells after lentiviral infection with NTAL shRNA or empty pLKO vector, respectively. The BMMC isolated from *Lat* ^-/-^ mice 4–6 (lilac numbers) were used only as cells with NTAL KO. Treatment [Ag-activated cells (2h, pink) and nonactivated cells (0h, green)] is distinguished by ellipsoids. The arrays cluster according to the treatment groups showing separation along PC #1 and according to the type of cells showing separation along PC #2. The percentage values indicate the proportion of total variance described by each PC; PC #1 (X-axis), PC #2 (Y-axis), and PC #3 (Z-axis).

In this context it was also of interest to determine the contribution of lentiviral infection and selection procedure. We therefore focused on differences in gene expression between WT and WT pLKO cells. 

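Genes of ribosome biogenesis were lower in nonactivated cells after infection and selection: of 26 measured, 20 were lower in WT pLKO than in WT cells and 0 higher over the list alone (median log2 −0.69, adjusted p = 3.79e-20, and 0.232 with an estimated correlation). Nolc1 fell by 1.20 (SE 0.24) and Ddx21 by 0.87 (SE 0.18; n = 3 and 3). With mouse as a fixed effect, or without WT replicate 1 or WT pLKO replicate 1, 0 genes pass in this comparison, Nolc1 and Ddx21 included. The same holds with limma on the compared groups alone, without mouse. With mouse as a random effect 140 genes pass, and 107 in a mixed model of mouse chosen after the values were seen. Of 40 genes of DNA replication 33 fell and 1 rose (median −0.70, adjusted p = 2.73e-15, and 0.232 with an estimated correlation). Of 20 genes of serine and one-carbon metabolism 12 fell and 1 rose (median −0.60, adjusted p = 1e-06, and 0.232 with an estimated correlation). NTAL KO and WT pLKO cells are both compared with the same WT arrays, and their changes correlate at r = 0.65 over probe sets, where unchanged groups simulated against shared arrays, each probe set by itself, give 0.50. The covariance is 0.0533 against 0.0205 simulated so, and deviations of whole arrays in place of unchanged groups reach it in 11.8% of 10000 draws from the nonactivated and 3.5% from all 23 arrays. Both call 101 probe sets in the same direction, 17 up and 84 down, where independent lists give 0.27 and 1.31 and the highest of 20 simulations 0. The first leaves out the shared arrays and the second both the effects and what whole arrays share. The 101 become 0 with mouse as a fixed effect or without WT replicate 1 or WT pLKO replicate 1, where WT pLKO cells have 0 calls.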

In nonactivated cells we found about 100 genes with different expression at the cut-off >1.8 fold change (FDR <0.1), but no difference was found between Ag-activated WT and WT pLKO cells. This was also corroborated by PCA as closer clustering of activated WT and WT pLKO cells (Figure 7).

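In nonactivated cells 111 genes (178 probe sets) differed between WT pLKO and WT, 33 higher and 78 lower. Grm5, a glutamate receptor, rose by log2 2.36 (SE 0.37, adjusted p = 0.0582) and Nfe2l2, the regulator of the oxidative stress response, by 1.29 (SE 0.29; n = 3 and 3). Shmt1, of one-carbon metabolism, fell by 1.86 (SE 0.43), Cad, of pyrimidine synthesis, by 1.67 (SE 0.33) and Rpp40, of RNase P, by 1.60 (SE 0.35). In activated cells limma calls 0 probe sets, the lowest adjusted p being 0.60, with 2322 at an unadjusted p under 0.05. With mouse as a random effect 140 genes pass. A mixed model of mouse, chosen after the values were seen, calls 154 probe sets (107 genes). The 178 become 0 with mouse as a fixed effect (a replicate block), with limma on the compared groups alone, with both unmoderated linear models and at the stricter adjusted p. They also become 0 without WT replicate 1 or WT pLKO replicate 1, 1 without WT pLKO replicate 2, 9 without WT replicate 3, 82 without WT replicate 2 and 520 without WT pLKO replicate 3. All of the named genes lose their call without WT replicate 1 (Grm5 2.19, Nfe2l2 1.29, Shmt1 −1.66, Cad −1.53, Rpp40 −1.52). WT pLKO replicate 1 also stands apart by macrophage genes, where its group reads 5.87 ± 2.04.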

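On the first 3 principal components WT pLKO and WT arrays lie 119 apart before and 61.2 after antigen, where arrays within these groups lie 54.3 to 64.2 apart. These distances do not pair arrays by mouse. On the second component the activated WT pLKO arrays of mice 1 to 3 read 52.4, 15.3 and −10.8. The activated WT arrays of the same mice read higher, at 77.8, 38.1 and 17.0. The third component has the same order in each mouse, so the distances do not show that the groups meet after antigen. Genes of DNA replication are among those whose difference narrows: the median change of WT pLKO against WT is higher after antigen by log2 0.55 (adjusted p = 1.28e-09, and 0.480 with an estimated correlation; n = 3 per group). The difference of ribosome biogenesis narrows by 0.52 (adjusted p = 4.65e-11, and 0.339 with an estimated correlation). At 2 h its median is −0.22 (adjusted p = 0.00478, and 0.881 with an estimated correlation). The list then does not pass without activated WT replicate 3 (−0.07) or WT pLKO replicate 1 (−0.08), so whether the difference closes cannot be told. No single gene passes this test over all genes (limma, 2597 probe sets at an unadjusted p under 0.05).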

### NTAL-cholesterol crosstalk in regulation of Ag-mediated chemotaxis

Detailed analysis of the microarray data and gene sorting with the help of Gene Onthology Molecular Function and Biological Process (a module incorporated in the Partek software), suggested that NTAL KO led, among others, to decreased expression of several genes involved in cholesterol synthesis. 

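Enzymes of cholesterol synthesis were lower in nonactivated NTAL KO cells: all 16 measured fell over the list alone (median log2 −0.83, adjusted p = 6.8e-12, and 0.300 with an estimated correlation). Their mean level was 7.65 ± 0.28 in NTAL KO against 8.56 ± 0.43 in WT cells (n = 3 and 3). Cyp51, which demethylates lanosterol, fell by 1.17 (SE 0.28). In NTAL KD cells 3 of the 16 fell (median −0.28, adjusted p = 0.000245, and 0.855 with an estimated correlation). After antigen the list did not pass in NTAL KO cells (median −0.05, adjusted p = 0.846), and the median difference between 2 h and 0 h is 0.79 (adjusted p = 4.65e-09, and 0.319 with an estimated correlation). The study chose Idi1, Fdps, Lss and Pmvk on these samples, so they are no independent evidence. Pmvk is not among the 16, since the platform table names no gene for its probe set, and the 13 members left without the other 3 all fell (median −0.72, p = 2.47e-09, and 0.0523 with an estimated correlation). Against WT pLKO in place of WT the median is −0.68 (adjusted p = 3.52e-14, and 0.429 with an estimated correlation), and 1 of the 16 fell. Cyp51 no longer passes against WT without WT replicate 1 (−0.84). In NTAL KD cells the list does not pass without NTAL KD replicate 2 (−0.06).

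**Figure D4:**
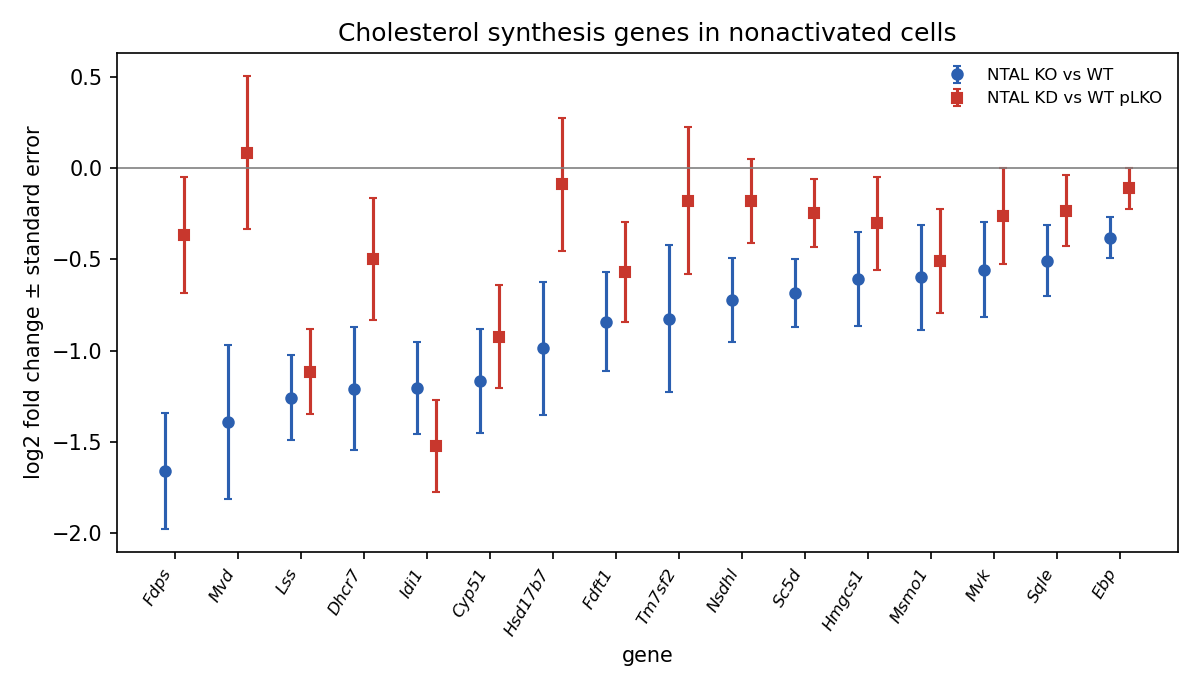
Log2 change of each enzyme of cholesterol synthesis in nonactivated cells, NTAL KO against WT and NTAL KD against WT pLKO. Points are estimates and bars are 1 SE. All NTAL KO points lie below 0, and the NTAL KD points lie nearer to it except for Idi1.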

The genes included isopenthyl-diphosphate delta isomerase1 (*Idi1*), farnesyl diphosphate synthase (*Fdps*), lanosterol synthase (*Lss*) and the phosphomevalonate kinase (*Pmvk*; Table S1 and Figure 6B). 

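Fdps, which makes farnesyl diphosphate, fell by log2 1.66 (SE 0.32, adjusted p = 0.0131) in nonactivated NTAL KO cells, to 9.31 ± 0.33 from 10.97 ± 0.28 (n = 3 and 3). Lss, which closes the lanosterol ring, fell by 1.26 (SE 0.23) and Pmvk, a kinase of the mevalonate pathway, by 1.15 (SE 0.23). In NTAL KD cells Lss fell by 1.12 (SE 0.23, adjusted p = 0.0269), while Fdps (−0.36, SE 0.32, adjusted p = 0.737) and Pmvk (−0.65, SE 0.23, adjusted p = 0.259) did not pass. For the whole list the median difference between the NTAL KO and NTAL KD effects is −0.30 (adjusted p = 0.0122, and 0.622 with an estimated correlation). Pmvk no longer passes in NTAL KO cells without WT replicate 1 (−0.91), nor Lss in NTAL KD cells without WT pLKO replicate 3 (−1.03).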

Decreased expression of the genes in NTAL KO cells was confirmed by RT-qPCR (Figure 6B). In further experiments we therefore investigated whether NTAL-deficient cells exhibit any change in amount of cellular cholesterol. Using Amplex Red Cholesterol Assay kit we found, however, no significant differences in total amount of cholesterol in both NTAL-deficient cells and corresponding control cells whether the cells were activated or not (data not shown).

Experiments with macrophages showed that local redistribution of cholesterol from inner to outer leaflet of the plasma membrane is of key significance for chemotaxis [28]. We therefore compared chemotaxis of NTAL-deficient and control cells cultured for 66 h in media supplemented with FCS or cholesterol-depleted FCS. This latter approach has been previously shown to decrease cholesterol level in BMMCs by ∼25% ([29] and our unpublished data). We found (Figure 8A) that if WT cells grew in media containing cholesterol-deprived FCS, they exhibited lower chemotaxis towards antigen than cells cultured in cholesterol-containing medium (decrease to 78.8%±10.5%, mean ± SD; n = 8). When NTAL KO cells were used the inhibitory effect of cholesterol deprivation was more pronounced (decrease to 66.8%±7.1%, mean ± SD; n = 8). The observed difference in chemotaxis decrease between WT cell and NTAL KO cells was significant (P = 0.004). These data indicate that chemotaxis of NTAL-deficient cells is more sensitive to decreased cholesterol levels than chemotaxis of WT cells.

**Figure 8:**
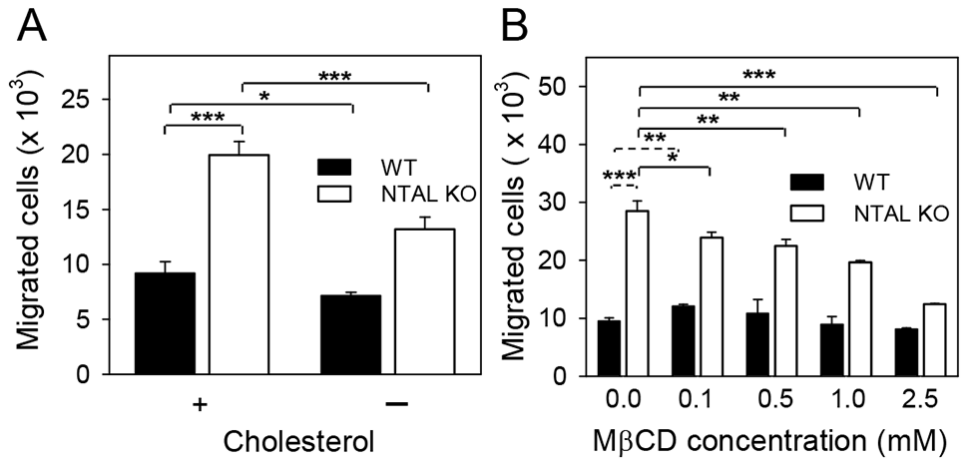
Different sensitivity of Ag-mediated chemotactic response of WT and NTAL KO BMMCs to cholesterol depletion. (A) BMMCs were cultured in media supplemented with IL-3 (without SCF) and 10% FCS with (+) or without (-) cholesterol. After 52 hours the cells were washed, suspended in medium with 10% FCS or cholesterol-depleted FCS and sensitized with TNP-specific IgE (1 µg/ml). After 14 hours, the cells were washed in chemotaxis medium and transferred into Transwell inserts, which were then immersed into the wells of the Transwell system with 600 µl of chemoattractant (250 ng/ml TNP-BSA) in chemotaxis medium. The number of cells passing through the filter was counted 8 hours later with flow cytometer. (B) The cells were cultured in medium supplemented with 10% FCS and IL-3 for 52 hours and then sensitized with TNP-specific IgE (1 µg/ml). After 14 hours, the cells were washed in chemotaxis medium containing various concentrations of MβCD and incubated at 37°C. After 30 min, the cells were washed in chemotaxis medium and transferred into Transwell inserts, which were then immersed into the wells of the Transwell system with 600 µl of chemoattractant (250 ng/ml TNP-BSA) in chemotaxis medium. The number of cells passing through the filter was counted 8 hours later with flow cytometer. Means and SD were calculated from data obtained in 3–4 independent experiments performed in duplicates. *p<0.05; **p<0.01; ***p<0.001.

In parallel experiments we compared chemotaxis of NTAL-deficient and control cells after treatment with various concentrations of methyl-β-cyclodextrin (MβCD), a compound which has been previously shown to reduce cellular cholesterol in mast cells [14], [30]. In accord with previous findings (Figure 4C), Ag-driven chemotactic response was higher in NTAL-deficient cells than that of WT cells (Figure 8B). When NTAL KO BMMCs were exposed to increasing concentrations of MβCD (0.1–2.5 mM), significant decrease in chemotactic response was observed at all concentrations of MβCD tested (Figure 8B). In contrast, WT cells showed no decrease in chemotaxis after exposure to 0.5–2.5 mM MβCD. When exposed to 0.1 mM MβCD even a small but significant increase in chemotactic response to Ag was observed in WT BMMCs. These data suggest that low concentrations of MβCD change distribution of the plasma membrane cholesterol in NTAL KO cells in such a way that their chemotactic response is reduced.

## Discussion

This study was initiated because of long-standing discrepancies in published data indicating that NTAL in mouse mast cells is a negative regulator of FcεRI signaling [9], [10], whereas in human or rat mast cells is a positive regulator [12], [13]. However, it was not clear whether these discrepancies reflect different methods/strategies used for NTAL down-regulation (NTAL KO in mice, whereas NTAL KD in human and rat mast cells) and developmental alterations in KO mice as described in other systems where absence of a given gene is compensated for by enhanced transcriptional activity of other genes [31]–[34]. In attempt to understand the contribution of the compensatory mechanisms, we investigated for the first time the properties of mouse BMMCs with NTAL KD and compared them with BMMCs from mice with NTAL KO and well-matched controls. Several lines of evidence obtained in this study, indicate expressive similarities between the properties of BMMCs with NTAL KD or KO, and support the concept that NTAL is mostly a negative regulator of FcεRI signaling, independently of possible compensatory developmental alterations.

First, BMMCs with both NTAL KO and NTAL KD showed comparable increase in degranulation induced by FcεRI triggering. Compared to WT cells, NTAL KDs showed the highest increase in degranulation at suboptimal concentrations of Ag, similarly to NTAL KOs. At optimal and supraoptimal Ag concentrations the differences were less pronounced. Interestingly, activation through KIT was not potentiated by the absence of NTAL, even though NTAL is tyrosine phosphorylated in KIT-activated mast cells [12], [35] and activation through KIT enhances degranulation of FcεRI-activated WT cells, and even more so of cells with NTAL KO or KD.

Second, Ag-activated BMMCs with NTAL KD exhibited higher Ca^2+^ response when compared to WT pLKO cells, but lower when compared to NTAL KO cells. Similarly to degranulation, down-regulation of NTAL had no effect on Ca^2+^ response after KIT triggering, even though KIT activation enhanced Ca^2+^ response in Ag-activated WT cells, and even more so in NTAL-deficient cells.

Third, when compared to WT cells, Ag activation of cells with NTAL KD resulted in enhanced tyrosine phosphorylation of ERK and LAT. Similar enhancement was also observed in Ag-activated NTAL KOs ([9], [10] and this study). These data support the hypothesis that competition between NTAL and LAT as kinase substrates could attenuate the response in WT cells through decreased tyrosine phosphorylation of LAT, followed by decreased binding and activation of phospholipase Cγ1 and subsequent events [6], [9], [36].

Fourth, BMMCs with both NTAL KD and NTAL KO exhibited enhanced F-actin depolymerization after stimulation with Ag alone and even more after simultaneous triggering with both Ag + SCF. F-actin depolymerization precedes degranulation [27], [37] and the observed decrease in amount of F-actin could account for the observed higher degranulation in NTAL-deficient cells than in WT cells after simultaneous activation with Ag + SCF.

Fifth, cells activated through FcεRI or KIT exhibited enhanced spreading on fibronectin. In cells with NTAL KD spreading was significantly decreased after activation with antigen, but was unaffected after SCF triggering. The observed data suggest that positive regulatory role of NTAL on Ag-mediated spreading ([18] and this study) is not the result of developmental compensatory events. Rather, spreading could be related to transient actin depolymerization which was observed in Ag-activated WT cells and even more in NTAL-deficient cells, but not in SCF-activated cells, WT or NTAL-deficient.

Sixth, BMMCs with NTAL KD exhibited migration towards Ag comparable with that seen in NTAL KO cells, and significantly higher than in WT cells. We recently showed that the level of active RhoA in resting NTAL KO BMMCs is at least twice as high as in WT cells [18]. Although active RhoA transiently decreased after FcεRI triggering, more in NTAL KO cells than in WT cells, it is likely that differences in regulation of RhoA activity in NTAL-deficient cells and WT cells are responsible for the enhanced NTAL-regulated chemotaxis. It should be stressed that previous reports have shown that RhoA regulates chemotaxis in other cell types, such as neutrophils [38]–[40], macrophages [41], dendritic cells [42] and lymphocytes [43].

The data presented in this study, together with those obtained in mice experiencing systemic anaphylaxis [9] indicate that in mouse mast cells NTAL is a negative regulator of FcεRI signaling. In contrast to mouse cells, NTAL in human mast cells and rat basophilic leukemia (RBL)-2H3 cells was described as a positive regulator of mast cells signaling [12], [13], [35]. The observed differences could have several causes. Thus, NTAL could play different roles in mast cells of different origin. It has been shown that human mast cells differ from mouse mast cells in cytokine production, immunoglobulin receptor expression, and the ability of different stimuli to cause degranulation and release of mediators [44]. Furthermore, when total tyrosine phosphorylated proteins were compared between RBL-2H3 cells and freshly isolated peritoneal and pleural rat mast cells, dramatic differences were observed [45]. These differences could reflect tumor origin of RBL-2H3 cells and could be responsible for the observed properties of NTAL. Importantly, mouse and human mast cells were obtained after differentiation under different cell culture conditions, which could modify their responsiveness. Mouse BMMCs were obtained by culturing bone marrow precursors in the presence of IL-3 and SCF (this study; [9]) or IL-3 alone [10], whereas human mast cells were derived from CD34+ pluripotent peripheral blood progenitors cultured in the presence of human SCF, IL-6 and IL-3 [12], [35]. Previous study showed that differentiation of mast cells from their precursors in the presence of various cytokines could result in different responsiveness of the cells to various activators [22]. Finally, one cannot exclude the possibility that silencing vectors used for NTAL KD in human and/or RBL-2H3 mast cells exhibited off-target effects, which modified responsiveness of the cells to FcεRI triggering.

To clarify the role of NTAL in FcεRI signaling and to find out whether absence or decreased expression of NTAL has any effect on transcriptional regulation of genes, we compared under thoroughly controlled conditions RNA expression profiles of resting and Ag-activated BMMCs with NTAL KO or KD and the corresponding controls. 

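Genes of FcεRI signaling changed little: of 32 measured, 3 rose and 2 fell over the list alone in nonactivated NTAL KO cells (adjusted p = 0.15), and 0 rose and 3 fell in NTAL KD cells (adjusted p = 0.108). Ptpn6, which encodes the phosphatase SHP-1, read log2 −0.39 (SE 0.10, adjusted p = 0.0395) in NTAL KO cells. The adaptor gene Lat read −0.37 (SE 0.10, adjusted p = 0.082) in NTAL KD cells (n = 3 per group). After antigen the FcεRI list did not pass either, in NTAL KO (adjusted p = 0.372) or NTAL KD cells (adjusted p = 0.592). Of 23 genes of mast cell identity 3 rose and 0 fell in nonactivated NTAL KO cells (adjusted p = 0.297) and 0 passed after antigen (adjusted p = 0.963).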

We found that number of genes were up- or down-regulated, in BMMCs with NTAL KO or KD when compared to WT cells; most of the genes were not related to known immunoreceptor signaling pathways. The exact mechanisms and pathways through which NTAL causes changes in transcription of these genes remains to be determined. As expected, FcεRI activation induced robust changes in gene expression in all four types of mast cells studied (NTAL KO, NTAL KD, WT and WT pLKO). 

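Immediate early genes rose in all 4 cell types after antigen: 18 of 28 in WT, 12 in NTAL KO, 18 in NTAL KD and 16 in WT pLKO cells over the list alone (medians log2 1.39, 0.35, 1.36 and 1.28). With an estimated correlation their adjusted p is 0.166, 0.588, 0.188 and 0.225. Genes of negative feedback, which act to limit kinase and NF-κB signaling, rose as well (medians 0.71, 0.51, 0.57 and 0.52, and adjusted p = 0.274, 0.588, 0.264 and 0.281 with an estimated correlation). In NTAL KO cells neither list passes without nonactivated NTAL KO replicate 3 (medians 0.10 and 0.33), activated NTAL KO replicate 1 (0.23 and 0.42), nonactivated NTAL KD replicate 2 or activated WT pLKO replicate 3 (0.35 and 0.51 each), of which the last 2 bear on the spread alone. Ccl7, a chemokine gene, rose by 5.83, 4.36, 6.06 and 6.55 (n = 3 per group, 2 for activated NTAL KO), and Marcksl1 by 5.65, 6.37, 6.07 and 5.96. The difference in the rise of immediate early genes between NTAL KO and WT cells has a median of −0.90 (adjusted p = 3.21e-09, and 0.101 with an estimated correlation).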

At the given cut-off level (>1.8-fold difference from proper controls), 209 genes showed different expression in nonactivated NTAL KO cells. It is remarkable that no differences in gene expression were noticed between Ag-activated WT and WT pLKO when similar criteria for analysis of differential gene expression were used. This confirms that infection and puromycin selection had no significant effect on the data obtained from lentivirally infected and activated cells. This is in marked contrast with comparison of RNA from activated cells with NTAL KO vs WT and NTAL KD vs WT pLKO, where 194 and 165 genes, respectively, were found differentially expressed.

When comparing expression levels in various cell types we noticed that the degree of overlap between nonactivated and activated NTAL KO and KD cells was rather modest. This could be due to methodological differences in production of NTAL-deficient cells. However, it should be kept in mind that although lentiviral infection itself and puromycin selection caused differential expression of some genes, as can be deduced from the observed differences in gene expression between nonactivated WT and WT pLKO cells, this difference disappeared in activated cells. Thus, lentiviral infection and puromycin selection did not contribute to the differences observed, at least in activated cells.

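Against WT pLKO, the vector control, nonactivated NTAL KO cells differ at 65 probe sets, 35 higher and 30 lower, of which 45 are among the calls against WT (n = 3 and 3). In activated cells the same exchange of controls gives 748, with 410 of the calls against WT among them. Genes of mitosis in activated NTAL KO cells stay low against WT pLKO (median log2 −1.87, adjusted p = 9e-47, and 0.114 with an estimated correlation). The paper proposes methods of producing the NTAL-deficient cells as a reason for the modest overlap.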

A hypothetical simplified model on the role of NTAL in mast cell activation and transcriptional regulation in WT and NTAL-deficient cells is shown in Figure 9. In nonactivated WT cells both adaptor proteins, NTAL and LAT, as well as FcεRI β and γ subunits are only weakly tyrosine phosphorylated, because of the equilibrium between kinases and phosphatases and/or decreased access of the kinase to their substrates [46]. Quiescent cells also exhibit low [Ca^2+^]_i_ and standard gene expression (Transcription profile 1; Figure 9A). After Ag-mediated activation there is enhanced tyrosine phosphorylation of FcεRI β and γ subunits by LYN and SYK kinase. Activated SYK phosphorylates NTAL and LAT and this leads to further propagation of the activation signal, increased [Ca^2+^]_i_ and dramatic changes in gene expression by so far not fully understood mechanism (Transcription profile 2; Figure 9B). In cells with decreased expression of NTAL due to NTAL KO or NTAL KD, gene expression is changed when compared to WT cells (Transcription profile 3; Figure 9C). After activation of NTAL-deficient cells, LAT is phosphorylated by SYK. However, because of NTAL absence, LAT is more phosphorylated than in WT cells. This leads to increased [Ca^2+^]_i_ and transcriptional regulation which is different from WT cells (Transcription profile 4; Figure 9D). These processes contribute to enhanced response to Ag in NTAL-deficient cells, including enhanced degranulation, calcium response, chemotaxis and depolymerization of F-actin.

**Figure 9:**
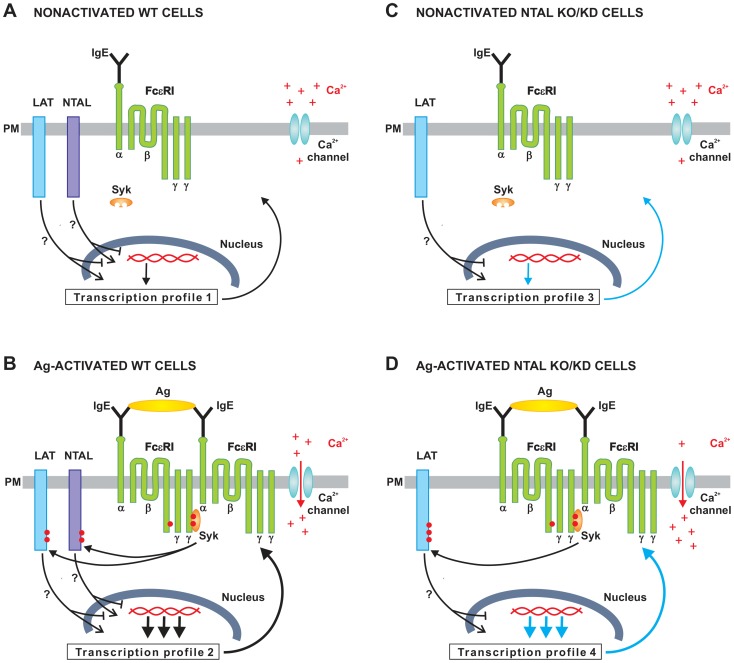
A hypothetical model on the role of NTAL in mast cell activation and transcriptional regulation. (A) In nonactivated WT cells both adaptor proteins, LAT and NTAL, and FcεRI β and γ subunits only exhibit weak phosphorylation, low [Ca^2+^]_i_ and transcription corresponding to nonactivated cells (Transcription profile 1). (B) After Ag-mediated aggregation of the FcεRI-IgE complex, β and γ subunits of the FcεRI are tyrosine phosphorylated by LYN and SYK. SYK then phosphorylates NTAL and LAT and this leads to enhanced Ca^2+^ uptake and further propagation of the signal, including dramatic changes in transcriptional regulation (Transcription profile 2). (C) In nonactivated NTAL-deficient cells, LAT and FcεRI subunits are only weakly tyrosine phosphorylated and the cells exhibit slightly different transcriptional regulation when compared to WT cells (Transcription profile 3). (D) After FcεRI triggering of NTAL-deficient cells, β and γ subunits of the FcεRI are tyrosine phosphorylated as in B, but because of the absence of NTAL, LAT is more phosphorylated by SYK. This leads to enhanced mobilization of Ca^2+^ and other signaling events and transcriptional regulation which differs from the one in activated WT cells (Transcription profile 4).

Unexpected findings in this study were NTAL-dependent changes in the expression of a number of genes related to metabolism and biosynthetic processes. A subgroup of these genes was involved in lipid metabolism, including synthesis of cholesterol. Although decreased transcription of several genes involved in cholesterol synthesis was confirmed by RT-qPCR, no significant difference in total amount of cellular cholesterol was detected between WT and NTAL-deficient cells. Yet, surprisingly, we found that pretreatment of BMMCs with MβCD had different effect on NTAL KO and WT cells. In NTAL KO cells MβCD significantly inhibited chemotaxis at all concentrations of MβCD tested (0.1–2.5 mM), whereas in WT cells MβCD either slightly, but reproducibly increased chemotaxis at a low concentration (0.1 mM) or had no significant effect at higher concentrations (0.5–2.5 mM). MβCD is known to remove cholesterol from the cells [47], [48] and therefore one can hypothesize that enhanced chemotaxis in NTAL-deficient cells is regulated in part by plasma membrane cholesterol distribution. Molecular mechanism of the cholesterol-dependent regulations of chemotaxis is poorly understood, but could be related to differences in synthesis and/or distribution of cholesterol into plasma membrane sheets. One such possible mechanism has been recently described in macrophages with defect in ATP-binding cassette transporters ABCA1 and ABCG1, which are involved in the movement of cholesterol from the inner to the outer leaflet of the plasma membrane and play role in chemotaxis towards C5a chemoattractant [28]. Regulation of chemotactic response by cholesterol has been described in other cell types including T cells [49], monocytes [50] and neutrophils [51]. Molecular mechanisms of the cross-talk between NTAL and cholesterol remains to be determined.

In summary, the results based on functional studies of BMMCs with NTAL KD and the corresponding controls indicate that NTAL is a negative regulator of FcεRI-mediated signaling pathways. Because similar findings were observed in BMMCs with NTAL KD or KO, no significant role of compensatory developmental alterations appear to account for FcεRI signaling in BMMCs from *Ntal* ^-/-^ mice. Expression profiles of nonactivated or FcεRI activated BMMCs with NTAL KO, NTAL KD, and the corresponding controls identified several genes which were up- or down-regulated in NTAL-deficient cells. The data indicate that some of these genes could be involved in regulation of cholesterol-dependent events in Ag-mediated chemotaxis.

## Supporting Information

Table S1 Differentially expressed gene transcripts in nonactivated NTAL KO cells when compared with nonactivated WT cells. The table represents a list of probe sets for the corresponding genes that were up- or down-regulated in nonactivated (0 h) NTAL KO cells (KO) when compared to corresponding nonactivated WT cells (WT) and passed the filter of FDR <0.1 and 1.8 fold change (ratio). Probe sets are sorted in ratio descending order. Those probe sets that also show significant up- or down-regulation in noactivated NTAL-KD cells are in bold. For comparison purposes (in grey) are shown p-values and ratios of the selected probe sets from comparison of nonactivated NTAL KD cells (KD) vs nonactivated WT pLKO cells (pLKO), activated (2 h) NTAL KO cells vs activated WT cells, and activated NTAL KD cells vs activated WT pLKO cells.
(XLSX) Click here for additional data file.

Table S2 Differentially expressed gene transcripts in nonactivated NTAL KD cells when compared with nonactivated WT pLKO cells. The table represents a list of probe sets for the corresponding genes that were up- or down-regulated in nonactivated NTAL KD cells when compared to the corresponding nonactivated WT pLKO cells and passed the filter of FDR <0.1 and 1.8 fold change (ratio). Probe sets are sorted in ratio descending order. Those probe sets that also show significant up- or down-regulation in NTAL-KO cells are in bold. For comparison purposes (in grey) are shown p-values and ratios of the selected probe sets from comparison of nonactivated NTAL KO cells vs nonactivated WT cells, activated NTAL KO cells vs activated WT cells, and activated NTAL KD cells vs activated WT pLKO cells.
(XLSX) Click here for additional data file.

Table S3 Differentially expressed gene transcripts in Ag-activated NTAL KO cell when compared with Ag-activated WT cells. The table represents a list of probe sets for the corresponding genes that were up- or down-regulated in Ag-activated NTAL KO cells when compared to the corresponding activated WT cells and passed the filter of FDR <0.1 and 1.8 fold change (ratio). Probe sets are sorted in ratio descending order. Those probe sets that also show significant up- or down-regulation in NTAL KD cells are in bold. For comparison purposes (in grey) are shown p-values and ratios of the selected probe sets from comparison of activated NTAL KD cells vs activated WT pLKO cells, nonactivated NTAL KO cells vs nonactivated WT cells, and nonactivated NTAL KD cells vs nonactivated WT pLKO cells.
(XLSX) Click here for additional data file.

Table S4 Differentially expressed gene transcripts in Ag-activated NTAL KD cells when compared with Ag-activated WT pLKO cells. The table represents a list of probe sets for the corresponding genes that were up- or down-regulated in Ag-activated NTAL KD cells when compared to the corresponding WT pLKO cells and passed the filter of FDR <0.1 and 1.8 fold change (ratio). Probe sets are sorted in ratio descending order. Those probe sets that also show significant up- or down-regulation in NTAL-KO cells are in bold. For comparison purposes (in grey) are shown p-values and ratios of the selected probe sets from comparison of activated NTAL KO cells vs activated WT cells, nonactivated NTAL KO cells vs nonactivated WT cells, and nonactivated NTAL KD cells vs nonactivated WT pLKO cells.
(XLSX) Click here for additional data file.

Table S5 Differentially expressed gene transcripts in all four groups of cells after Ag activation when compared to their noinactivated forms. The table represents a list of probe sets for the corresponding genes that were up- or down-regulated among all four groups of cells when the same Ag-activated (2 h) and nonactivated (0 h) cells were compared. Table shows probe sets that passed the filter of FDR <0.05 and 4 fold change (ratio). Probe sets are sorted in ratio descending order. Correspondig unadjusted p-values and ratios of these probe sets from comparison of activated WT cells vs nonactivated WT cell, activated NTAL KO cells vs nonactivated NTAL KO cells, activated NTAL KD cells vs nonactivated NTAL KD, and activated WT pLKO cells vs nonactivated WT pLKO cell are shown.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

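The study measured mRNA of bone marrow-derived mast cells from mice: WT, NTAL KO, WT infected with an empty vector (WT pLKO) and WT infected with an shRNA against NTAL (NTAL KD, construct 5), each nonactivated or activated for 2 h with antigen at 100 ng/ml. Of 24 arrays planned, 3 biological replicates in each of 8 groups, activated NTAL KO replicate 2 failed and is absent, so 23 arrays were used. The deposited values are on a log2 scale. According to their methods the authors labelled RNA by a 3' IVT kit, hybridized it to Affymetrix GeneTitan HT MG-430 PM arrays and imported the scans into Partek Genomics Suite (version 6.4) with robust multichip analysis, which corrects background, normalizes between arrays and sums up probes per probe set. The log2 of the ratios in Tables S1, S2 and S4 equals the difference of group means of the deposited values, within 4.59e-05, and in Table S3, which compares 2 with 3 arrays, within 0.245 at most and 4.63e-06 in the median. No count, read or raw scan was used here.

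Of 45141 probe sets, 104 controls were left out and 45037 tested. The platform table names 1 gene for 28898 of them, several genes for 551 and none for 15588, and 168 of the last are named in the supplementary tables alone. The names cover 17097 genes. All 28689 names on the platform that the gene table (assembly GRCm38.p6) also holds were matched with 0 changes. A gene counts as changed when any of its probe sets with 1 gene passes. For gene lists a gene is read at its probe set with the highest mean.

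Changes are differences of log2 means from limma 3.58.1 (R 4.3.3, with statmod 1.5.0), fitted as 8 group means over 23 arrays with moderated spread and no covariates. Every p-value called adjusted comes from limma with the Benjamini-Hochberg correction over all 45037 probe sets, and for lists from limma's camera over the 26 lists of one comparison. Thresholds are those of the paper: above 1.8-fold with an adjusted p under 0.1, and for activation above 4-fold with an adjusted p under 0.05. Tests of a difference between effects use an adjusted p under 0.1 alone. Lists were tested in 10 comparisons with a preset correlation of 0.01 between genes, again with a correlation estimated from the arrays, and with fry; a list passes at an adjusted p under 0.05. Member counts use an adjusted p under 0.1 at the level of genes, over the list alone where so stated. Overlaps and shares per chromosome use the Fisher exact test. Principal components are those of all tested probe sets scaled to unit variance, with permutation tests of 1e+05 resamples. Errors after ± are SD, and SE is the standard error of a change. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

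The 26 lists, written before the data were examined, are: cholesterol synthesis, sterol uptake and regulation, sterol efflux, fatty acid synthesis, DNA replication, mitosis, ribosome biogenesis, serine and one-carbon metabolism, cytokines and chemokines, immediate early genes, negative feedback, FcεRI signaling, mast cell identity, cytoskeleton with adhesion, interferon-stimulated genes, p53 targets, FoxO targets, the unfolded protein response, sex-linked genes, and markers of basophils, macrophages, neutrophils, lymphocytes, dendritic cells, erythroid cells with megakaryocytes, and stromal cells. Named genes were also chosen by a rule set before the data were examined: every gene the paper names for a comparison, Lat2, the 10 genes with the largest rise and the 10 with the largest fall among those that pass with no overlap between arrays, up to 4 members of each list by adjusted p, and called genes among the 100 on either side of Lat2. Values of the genes in the paper's tables had been seen in the paper.

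The legend of Fig. 7 in the paper gives the pairing: WT, WT pLKO and NTAL KD cells with the same number come from 1 of 3 mice, and the NTAL KO cells from 3 others, 6 mice in all. The legend writes Lat-/- for the mice of the NTAL KO cells, where the paper's methods and the sample labels give NTAL KO. Deviations from the group means correlate on average at 0.19 for 47 pairs of arrays from the same mouse and at −0.05 for 184 pairs from different mice. For NTAL KD and WT pLKO arrays of the same mouse the correlation is 0.48 to 0.54 in nonactivated and 0.36 to 0.48 in activated cells. The design without mouse was kept, and fits with mouse as a block were alternatives.

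The calls were tested on simulated data, in which 100 of the probe sets were changed at each fold. At a 2-fold change 78% were called in nonactivated NTAL KO, 67% in activated NTAL KO and 79% in nonactivated NTAL KD cells, and at a 4-fold change 95%, 97% and 98%. None was called in the wrong direction (0), and 4, 2 and 5 unchanged probe sets were called. These numbers hold for the simulated data and are no rate of false calls on the real arrays. The median of an array lies between 3.82 and 3.92 and its lowest quartile between 3.2 and 3.27, so a large part of the probe sets reads near background, where a change of fold is compressed.

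Alternatives set before the data were examined were limma on the compared groups alone, the linear model of the paper's kind without moderation (compared groups alone, and all 8 groups), mouse or replicate number as a block, quantile normalization, leaving out the third of probe sets with the lowest mean, a stricter adjusted p (0.05, for activation 0.01), no fold threshold, 1 probe set per gene, exchanged control groups, covariance in place of correlation for the components, and leaving out each array in turn, where a lone remaining array is assumed to vary like the other groups. A mixed model with mouse as a random effect (11 residual degrees of freedom) was added after the values were seen and was checked against lme4 1.1.37. Quantile normalization moved a value by 0.189 at most and 0.0217 in the median.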

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

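The tests of the 3 patterns weighed below were all chosen after the results were seen, as were the splits within mice, and the other counts over splits of the arrays were set before.

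The effect of the knockout differed from that of the knockdown, by a test of the difference itself, at 962 probe sets in nonactivated and 482 in activated cells. Over 100 splits of the nonactivated arrays into groups of the same sizes 3 gave as many calls, the real one included. So did 3 of the 80 splits that part NTAL KD from WT pLKO within each mouse. The highest other splits gave 3972 and 2595, several times the real count, so these counts do not decide whether chance is the source. What sets those splits apart was not tested. With 2 activated NTAL KO arrays no such count was made at 2 h. The 962 become 346, 361, 375, 382, 421 and 507 without NTAL KD replicate 3, NTAL KO replicate 1, WT replicate 1 and WT pLKO replicates 1 and 2 and NTAL KD replicate 1, and 1555, 2035 and 2451 without WT pLKO replicate 3, NTAL KO replicate 2 and NTAL KD replicate 2. The 482 become 167, 251, 254, 273, 295 and 307 without activated NTAL KO replicate 3, WT pLKO replicate 3, NTAL KO replicate 1, WT replicate 1, WT pLKO replicate 2 and NTAL KD replicate 2.

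Spink4, Otub2 and Sdf4 stood out since on these arrays the knockout and the knockdown moved them in opposite directions: the tested differences of the 2 effects are log2 2.71, 2.48 and 1.84 (n = 3 per group). By qPCR the paper did not find the change of Spink4 and Sdf4 in NTAL KD cells borne out. The NTAL KD calls of Otub2 and Sdf4 end without WT pLKO replicate 1 (−0.85 and −0.72) or NTAL KD replicate 3 (−1.22 and −0.83), and that of Otub2 without NTAL KD replicate 2 (−1.20), while each difference passes whichever array is left out. Fads3, a fatty acid desaturase gene, drew attention as the 1 gene whose knockout effect differs between 2 h and 0 h, by log2 1.24. Its level was 4.62 ± 0.15 on the 2 activated NTAL KO arrays and 3.26 ± 0.17 on the activated WT arrays, near background, and Fads3 is not called without activated NTAL KO replicate 1 (1.14). Cytokine genes differed between the 2 kinds of NTAL-deficient cells after antigen, with a median difference of −0.75. Macrophage genes had a median difference of −0.48 at 2 h, and their list did not pass (camera, adjusted p = 0.388). At 0 h the macrophage median is −1.03, while that of cytokine genes is 0.08. Whether the macrophage genes bear on the cytokine difference was not tested.

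Cytokine and chemokine genes rose less with antigen in NTAL KO than in WT cells, by a test of the difference: the median of 28 genes is −0.76 on the log2 scale. Against 1 array as the source, the median stays at −0.62 or lower whichever array of the 4 groups is left out, and its adjusted p with an estimated correlation at 0.042 or lower. Against the WT arrays as the source, the median is −0.47 with WT pLKO as control, although the adjusted p with an estimated correlation is then 0.0559. Loss of NTAL as an effect shared with the knockdown is argued against by NTAL KD cells, where the median lies at 0.13. The mice of the NTAL KO cells stay open and cannot be told apart from the genotype: 2 mice with mean rises of 1.49 and 0.94 stand against 3 with 2.05, 1.78 and 1.99, and the exact permutation p is 0.1, the smallest that 2 against 3 can give.

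Nonactivated NTAL KO cells were called at 705 probe sets against WT but at 65 against WT pLKO, a comparison the paper does not report. Chance values of the shared WT arrays cannot be told apart from a change that NTAL KO and WT pLKO cells share, and may be part of it: the covariance of their changes is 0.0533, and deviations of whole arrays in place of unchanged groups reach it in a share of 0.118 of 10000 draws from the nonactivated and 0.035 from all 23 arrays. Whether 1 WT array is the source cannot be told apart from a shared change: without WT replicate 1 the count falls to 138, while the median size of the change at the 705 goes from 1.08 to 1.0. The count also falls to 190 without NTAL KO replicate 1 and rises to 1231 without NTAL KO replicate 2. Loss of NTAL stays open as well, since 45 of the 705 are called in the same direction against WT pLKO, whose cells have NTAL but went through infection and selection.

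The calls of nonactivated NTAL KO cells gather on chromosome 5, which carries Lat2: 64 of 1840 probe sets (3.48%, and 2.02% elsewhere), a gathering that the paper does not report. An even spread over the 20 chromosomes is argued against by a Fisher exact p of 0.00202 after adjustment, though not by the 0.071 of activated cells (53 of 1840), and chromosomes 18 (5 of 800, 0.0107) and 2 (31 of 2297, 0.0425) with fewer calls pass too; genes of DNA replication and mitosis are argued against by a p of 0.0016 without them (15 of 1048 genes called at both times, 1.43% against 0.55%). A stretch of chromosome carried along with the knockout allele may be the source, but this cannot be told: within 500 genes of Lat2 9 of 461 genes (1.95%) are called at both times, and 10 of 596 (1.68%) on the rest of the chromosome (Fisher exact p = 0.817). Against other chromosomes (109 of 15997 genes, 0.68%) the 1.95% within 500 genes is higher (Fisher exact p = 0.00595), which a carried stretch would give too. NTAL KD cells, which keep their own chromosome, show 1 of 1057 genes on chromosome 5 and 44 of 15997 elsewhere (Fisher exact p = 0.527). These are too few to tell. Genes are not independent replicates, and the strain of the NTAL KO mice, which the paper gives as C57BL6 like the controls, was not tested.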

How the results depend on the processing

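The mixed model was chosen after the values were seen, and all other alternatives were set before. Where no construction is named, the cause was not tested.

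With limma on the compared groups alone the counts are 141 for nonactivated NTAL KO, 57 for nonactivated NTAL KD, 0 for nonactivated WT pLKO and 750 for activated NTAL KO cells. The overlap of NTAL KO and NTAL KD at 0 h is then 0 genes, the difference of their effects at 0 h is called at 126 probe sets, and the change of the knockout effect with antigen at 4. The unmoderated linear model on the compared groups alone calls 0 in NTAL KO and NTAL KD cells at both times, in nonactivated WT pLKO cells and in both overlaps. It calls 7 for activation in NTAL KO cells and 4 in all 4 cell types, 0 for the change of the knockout effect with antigen, 1 for that of infection, and 6 and 126 for the difference between knockout and knockdown, and of 416 calls for activation in NTAL KD cells 208 are higher, where it is 315 of 621 otherwise. Over all 8 groups the unmoderated model calls 0 in nonactivated WT pLKO cells, 9 genes in the overlap at 2 h and 152 probe sets in activated NTAL KD cells, 33 of them higher, and otherwise stays within 1.5 times.

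With mouse as a fixed effect (a replicate block) NTAL KD cells have 313 calls at 0 h and 477 at 2 h, and nonactivated WT pLKO cells 0. In genes these are 221, 296 and 0, where limma on the compared groups alone, without mouse, gives 43, 107 and 0. The 0 of WT pLKO cells is thus reached without mouse too. Replicate numbers pair no mice between NTAL KO and WT cells; as a replicate block they leave 0 calls in nonactivated and 563 in activated NTAL KO cells. Mouse as a random effect (a replicate block) gives 723, 203, 660, 226, 216 and 0 calls for NTAL KO 0 h, NTAL KD 0 h, NTAL KO 2 h, NTAL KD 2 h and WT pLKO at 0 h and 2 h. This block ends 0 of 295 calls of named genes, mouse as a fixed effect 31 of 176 and replicate number 86 of 119, and blocks moved no other count by more than 1.5 times. The random effect uses a consensus correlation of 0.034 between arrays of a mouse. It thus stays close to the fit without mouse, and its 0 of 295 says little about the pairing.

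Quantile normalization moves the change of the knockout effect with antigen to 2 probe sets, and of the calls in activated NTAL KD cells 81 of 221 are then higher, where it is 54 of 208 without it. Leaving out the third of probe sets with the lowest mean makes it 0, since Fads3 is not tested, and gives 23 genes in the overlap at 2 h. The stricter adjusted p leaves 0 for nonactivated WT pLKO cells, 466 and 250 for the difference between knockout and knockdown, and 7 genes in the overlap at 2 h, and in NTAL KD cells 43 of 145 calls are higher at 0 h and 34 of 154 at 2 h. Without the fold threshold the counts rise by construction: 2646 and 1585 for NTAL KO at 0 h and 2 h, 636 and 614 for NTAL KD, 535 for nonactivated WT pLKO cells, 8992, 8044, 9871 and 9889 for activation in WT, NTAL KO, NTAL KD and WT pLKO cells, 4699 in all 4, and 72 and 76 genes in the overlaps. The mixed model calls 248 and 234 in NTAL KO cells at 0 h and 2 h, 3 and 1 for the change of the knockout and of the knockdown effect with antigen, 308 and 162 for the difference between them, and 6 genes in the overlap at 2 h, and it ends 56 of 295 calls of named genes. The first component carries 51.6% of the variance from covariances, where it carries 24.9% from correlations.

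Of the 26 lists 11, 5, 5, 5, 10 and 3 pass for NTAL KO 0 h, NTAL KD 0 h, NTAL KO 2 h, NTAL KD 2 h and WT pLKO at 0 h and 2 h. With an estimated correlation these are 0 each, and for activation 1, 0, 1 and 1 in WT, NTAL KO, NTAL KD and WT pLKO cells. With fry they are 6, 0, 3, 2, 1 and 1, and for activation in WT and NTAL KO cells 15 and 16.

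Exchanged controls move NTAL KD (against WT) to 648 at 0 h and 330 at 2 h, and nonactivated NTAL KO (against WT pLKO) to 65. They reverse the direction of Grm5 in nonactivated NTAL KD cells (0.38) and of Mthfd1 (0.13), Fbl (0.052), Fkbp11 (0.28), Nop16 (0.067), Shmt1 (0.089) and Ifi27l2a (−0.12) in nonactivated NTAL KO cells, none of which passes then. No other alternative reversed a called gene among those named.

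Leaving out 1 array gives these ranges. NTAL KO 0 h: 138 (without WT 1), 190 (without NTAL KO 1) to 1231 (without NTAL KO 2). WT pLKO 0 h: 0 (WT 1, WT pLKO 1), 1 (WT pLKO 2), 9 (WT 3), 82 (WT 2) to 520 (WT pLKO 3). NTAL KD 0 h: 123 (NTAL KD 3) to 259. NTAL KO 2 h, all activated arrays: 248 (NTAL KO 3), 305 (NTAL KO 1), 347 (WT 1) to 742. NTAL KD 2 h: 143 to 401 (activated NTAL KD 1). WT pLKO 2 h: 0 to 1 (activated WT 1 or 3). Activation: WT 588 to 699, NTAL KO 701 to 810, NTAL KD 572 to 693, WT pLKO 680 to 755, all 4 278 to 317. The change of the effect with antigen: NTAL KO 1 to 51 (activated WT 3), with 7 without activated NTAL KO 3 and 2 without WT 3, NTAL KO 1, NTAL KO 3 or activated WT 1 or 2, and 0 to 0 for NTAL KD and for infection. Knockout against knockdown: 346 to 2451 at 0 h and 167 to 553 at 2 h, by the arrays named above. Overlap at 0 h: 5 (NTAL KO 1), 6 (WT 1), 7 (NTAL KD 3) to 21 (NTAL KO 2). Overlap at 2 h: 5 (NTAL KO 3), 7 (NTAL KO 1, NTAL KD 3, WT pLKO 2), 9 (WT pLKO 1) to 22 (WT pLKO 3). Lists that pass, in the order above: 8 to 11, 3 (WT 1, WT pLKO 2, activated WT 3) to 7, 4 to 5, 5 to 6, 7 to 11, 2 to 5 (activated WT pLKO 3), and for activation 7 to 9, 7 to 11, 8 to 11 and 10 to 12. Of 1701 values of called named genes with 1 array left out, 448 no longer pass and 0 reverse.

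Probe sets near background limit what can be seen: the third with the lowest mean adds to the number of tests, and a change from background is compressed, so a gene not called at such a level is not shown to be unchanged.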

Differences from the paper's values

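The mixed model named below was chosen after the values were seen, and the other alternatives were set before the data were examined. All counts are at the paper's thresholds unless an alternative says otherwise.

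For nonactivated NTAL KO against WT cells the paper gives 209 genes, 258 probe sets and 70 upregulated genes, and here 457 genes, 705 probe sets and 154 upregulated genes pass. Of the alternatives, leaving out nonactivated NTAL KO replicate 3 brings the genes to 300, and leaving out nonactivated NTAL KO replicate 1 brings the probe sets to 190 and the upregulated genes to 56, each within 1.5 times of the paper's value. For these 3 values no other alternative set before does so. The mixed model, chosen after the values were seen, gives 170 genes, 248 probe sets and 53 upregulated genes. It drops 10 of the 258 probe sets in the paper's Table S1 and calls 0 outside that table. The paper names an analysis of variance without its factors, so whether mouse was among them cannot be told. All 258 are called here, with 447 more, of which 347 have 1 gene on the platform. The paper's tables hold well annotated probe sets only and its gene counts use another annotation, so the bases of these counts differ, here and in the next paragraph.

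For activated NTAL KO against WT cells the paper gives 194 genes, 235 probe sets and 83 upregulated genes, and here 427, 649 and 200 pass. Leaving out activated NTAL KO replicate 1, activated NTAL KO replicate 3 or activated WT replicate 1 gives 213, 173 and 242 genes, 305, 248 and 347 probe sets, and 106, 66 and 111 upregulated genes, all within 1.5 times of the paper's. The other alternatives set before do not come that near. The mixed model, chosen after the values were seen, gives 169, 234 and 73. It drops 1 of the paper's 235 probe sets and calls 0 outside them. Here 233 of the 235 are called, with 416 more, of which 317 have 1 gene on the platform.

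The paper finds 5 genes shared by activated NTAL KO and NTAL KD cells, 4 of them in the same direction, and here 14 are shared, 13 in the same direction. The shared genes are 7 at the stricter adjusted p and without activated NTAL KO replicate 1, NTAL KD replicate 3 or WT pLKO replicate 2, and 5 without activated NTAL KO replicate 3. Those in the same direction are 6 without activated NTAL KO replicate 1, NTAL KD replicate 3 or WT pLKO replicate 1, and 5 without activated NTAL KO replicate 3 or WT pLKO replicate 2. The other alternatives set before still differ from the paper's values. The mixed model, chosen after the values were seen, gives 6 shared genes, 6 in the same direction, and drops 1 of the 235 and 0 of the 203 probe sets in the paper's Tables S3 and S4.

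Other counts lie within 1.5 times of the paper's: for NTAL KD 190 probe sets here and 200 in the paper at 0 h, and 208 here and 203 in the paper at 2 h, of which 168 and 173 of the paper's are called here. Of the paper's probe sets for NTAL KD cells the mixed model, chosen after the values were seen, calls all 200 and all 203. Outside them it calls 2 and 7. Of 308 activation probe sets in the paper 307 could be read, and 299 of them are called here. The mixed model calls all 307, with 5 outside them.

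In nonactivated NTAL KD cells the paper lists 4 genes that do not pass here: Il1r2 (adjusted p = 0.689), Plau (0.126), Rasal3 (0.160) and Sema4b (0.100). With mouse as a fixed effect all 4 pass (0.0469, 0.0494, 0.0955 and 0.0558), as they do in the mixed model chosen after the values were seen (0.0682, 0.0293, 0.0437 and 0.0353), which drops 0 of the paper's 200. Plau (0.0912) and Sema4b (0.0686) also pass with mouse as a random effect and without NTAL KD replicate 1 (0.0656 and 0.057), Plau with WT as control (0.0829), and Sema4b without the third of probe sets with the lowest mean (0.0823). The paper counts Plau among the genes shared with NTAL KO cells. Fig. 6B of the paper marks Lss as not significant in nonactivated NTAL KD cells, and here the fall of Lss passes at 1 probe set (log2 −1.12, adjusted p = 0.0269).

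Of 26 ratios that the paper prints for single genes, 23 match here within 0.01 and the others within 0.0118 except Pebp1, which is 0.49 in the paper and 0.412 here. The value of Pebp1 here is that of the probe set read. Whether the paper read another one or holds a misprint was not told apart. The shares of the first 2 principal components printed in Fig. 7 match those here.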

Other observations

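The list tests and the splits of arrays here were set before the data were examined, and the test of genes near Lat2 against the rest and the splits that part pairs of a mouse were chosen after results were seen.

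Genes of mitosis were also lower in nonactivated NTAL KO cells: 27 of 33 fell over the list alone (median log2 −0.65, adjusted p = 1.43e-12, and 0.379 with an estimated correlation), among them Ncapg by 1.04 (n = 3 and 3). FoxO targets rose, 6 of 18 (median 0.24, adjusted p = 0.00406, and 0.300 with an estimated correlation), with Bcl6 at 0.93 (SE 0.21), and so did 7 of 28 immediate early genes (median 0.47, adjusted p = 0.00852, and 0.402 with an estimated correlation), with Nr4a3 at 1.37 (SE 0.40). The latter list does not pass without NTAL KO replicate 2 (0.13) or WT replicate 3 (0.27). Genes of the unfolded protein response moved both ways, 11 down and 4 up of 16 (median −0.30, adjusted p = 0.00528, and 0.379 with an estimated correlation): Creld2 fell by 0.78 (SE 0.14) and Dnajb9 rose by 0.77 (SE 0.17), both below the fold threshold. Against WT pLKO in place of WT the median is −0.08 for FoxO targets, −0.02 for immediate early genes and 0.05 for the unfolded protein response (adjusted p = 0.787, 0.787 and 0.897). For mitosis it is −0.46 (adjusted p = 7.72e-12, and 0.519 with an estimated correlation). Without WT replicate 1 the calls of Ncapg (−0.97), Bcl6 (0.87) and Nr4a3 (1.25) end, as do those of Nr4a3 without WT replicate 3 (1.16) or NTAL KO replicates 1 or 2 (0.87 and 1.30), of Bcl6 without NTAL KO replicate 2 (0.73), and of Ncapg without WT replicate 3 (−0.97) or NTAL KO replicates 1 or 3 (−0.99 and −1.07). Of 28 cytokine genes 1 rose before antigen, Csf1 (1.70, SE 0.37), whose call ends without WT replicate 1 (1.18). The cytokine list has a median of 0.17 (adjusted p = 0.0478, and 0.379 with an estimated correlation) and does not pass without NTAL KO replicate 2 (0.10) or 3 (0.11), WT replicate 3 (0.18), or any of 7 arrays of other groups, which bear on the spread alone.

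In nonactivated NTAL KD cells genes of DNA replication and mitosis passed as lists with small medians (−0.17 and −0.15, adjusted p = 0.0437 each, and 0.965 each with an estimated correlation) and 0 members passed. DNA replication reads 0.13 without NTAL KD replicate 2 and −0.01 without WT pLKO replicate 3, where it does not pass, nor does it without WT replicate 1 or activated WT replicate 3 (−0.17 each). Mitosis reads 0.20 without NTAL KD replicate 2, −0.08 without WT pLKO replicate 2 and −0.01 without WT pLKO replicate 3, and ends likewise without WT replicate 1, activated WT replicate 3 or NTAL KO replicate 2 (−0.15 each). Of 16 genes of the unfolded protein response 4 fell (median −0.11, adjusted p = 0.0198, and 0.758 with an estimated correlation), which ends without NTAL KD replicate 2 (−0.07) or WT pLKO replicate 2 (−0.10) or 3 (−0.01). In activated NTAL KD cells this list reads −0.16 (adjusted p = 0.0103, and 0.623 with an estimated correlation) and DNA replication −0.35 (adjusted p = 1.36e-07, and 0.866 with an estimated correlation). In activated NTAL KO cells one-carbon metabolism reads −0.23 (adjusted p = 0.0376, and 0.897 with an estimated correlation), and this ends without activated NTAL KO replicate 1 (−0.15) or WT replicate 3 (−0.17).

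Interferon-stimulated genes were higher in nonactivated WT pLKO than in WT cells (3 of 25, median 0.27, adjusted p = 0.000331, and 0.232 with an estimated correlation), without passing when WT pLKO replicate 1 is left out (0.08), the array that also reads highest for macrophage genes (8.22). Immediate early genes and FoxO targets read 0.50 and 0.25 (adjusted p = 0.000331 and 0.00397, and 0.232 each with an estimated correlation), and the unfolded protein response −0.30 (adjusted p = 0.00162, and 0.232 with an estimated correlation). FcεRI signaling reads 0.13 (adjusted p = 0.00581, and 0.232 with an estimated correlation; 0.11 and not passing without WT pLKO replicate 1), and negative feedback 0.20 (adjusted p = 0.0145, and 0.449 with an estimated correlation), which ends without WT replicate 3 (0.13) or WT pLKO replicate 1 (0.0029). Mitosis reads −0.20 (adjusted p = 0.0284, and 0.739 with an estimated correlation), which ends without WT replicate 3 (−0.05) or WT pLKO replicate 1 (0.0021). After antigen sterol efflux reads −0.31 (6 genes, adjusted p = 0.00295, and 0.0852 with an estimated correlation; −0.23 and not passing without activated WT replicate 1). Mitosis then reads 0.12 (adjusted p = 0.00105, and 0.881 with an estimated correlation), which ends without activated WT replicate 2 (0.0021) or WT pLKO replicate 1 (0.04).

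With antigen enzymes of cholesterol synthesis rose, by medians of 1.73 in NTAL KO, 1.20 in NTAL KD and 0.62 in WT pLKO cells (adjusted p = 5.55e-06, 4.05e-05 and 0.0145, and 0.542, 0.356 and 0.600 with an estimated correlation), while in WT cells (0.41) the list did not pass (adjusted p = 0.0981). In WT pLKO cells the list does not pass without nonactivated WT pLKO replicate 1 (0.29). One-carbon metabolism rose by 0.35, 0.86, 0.99 and 1.0 in WT, NTAL KO, NTAL KD and WT pLKO cells (adjusted p = 0.623, 0.561, 0.264 and 0.225 with an estimated correlation). Interferon-stimulated genes fell in WT pLKO cells, 11 of 25 (median −0.56, adjusted p = 0.00057, and 0.225 with an estimated correlation), and in NTAL KD cells, 9 of 25 (median −0.41, adjusted p = 0.00733, and 0.294 with an estimated correlation), which does not pass without nonactivated NTAL KD replicate 1 (−0.15). In WT and NTAL KO cells the medians are −0.19 and −0.16 (adjusted p = 0.0981 and 0.0827). Lat2 itself read −0.51 in NTAL KD and −0.42 in WT pLKO cells after antigen (adjusted p = 0.00258 and 0.00996), below the fold threshold. The other Lat2 probe set, with a lower signal, read −0.27 and −0.47 (adjusted p = 0.279 and 0.0399).

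Lists of other cell types did not pass in nonactivated NTAL KO cells: macrophages (17 genes, adjusted p = 0.156), neutrophils (12, 0.781), basophils (3, 0.868), and lymphocytes (11), dendritic cells (10), erythroid cells with megakaryocytes (10) and stromal cells (14) at 0.853 each, as are 4 sex-linked genes and 17 p53 targets. Interferon-stimulated genes (25, 0.200) and the cytoskeleton list (35, 0.853) did not pass there either. Macrophage genes stand far apart between nonactivated replicates, with a mean level of 5.68 ± 1.88 in NTAL KO, 6.48 ± 0.83 in WT, 5.79 ± 1.92 in NTAL KD and 5.87 ± 2.04 in WT pLKO cells (n = 3 each). The highest are NTAL KO replicate 2 (7.85), NTAL KD replicate 1 (8.01) and WT pLKO replicate 1 (8.22), and after antigen the SD of a group is 0.10 to 0.47. Dendritic cell genes have an SD of 1.07 in nonactivated NTAL KD and 1.18 in nonactivated WT pLKO cells. Mmp8, a neutrophil collagenase gene, rose by 1.40 (SE 0.36), which ends without WT replicate 1 (1.38) or NTAL KO replicate 3 (1.31). Of 162 probe sets of the 100 genes on either side of Lat2, 2 are called in nonactivated NTAL KO cells (1.23% against 2.12% elsewhere, Fisher exact p = 0.779) and 7 in activated ones (4.32% against 1.90%, p = 0.0372, though several probe sets of a gene are not independent), the latter in 4 genes, Sh2b2 (1.06), Lrwd1 (−1.13), Rabgef1 (−1.25) and Vgf (−1.34). The calls of Sh2b2 (0.77), Lrwd1 (−0.80) and Vgf (−1.28) end without activated NTAL KO replicate 3, those of Sh2b2 (0.82) and Vgf (−0.82) without activated WT replicate 1, and that of Vgf without WT replicate 3 (−1.32) or NTAL KO replicate 1 (−1.40).

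Splits of 3 against 3 arrays are 10, too few for a share under 0.05. The real split and the highest other give 705 and 42 calls for NTAL KO 0 h, 190 and 109 for NTAL KD 0 h, 208 and 80 for NTAL KD 2 h and 178 and 2 for WT pLKO 0 h. For activation they give 633 and 0 in WT, 621 and 0 in NTAL KD and 688 and 0 in WT pLKO cells, and in each of these comparisons 1 split, the real one, reaches the real count. Where arrays are paired by mouse, 4 of the 10 splits part all 3 pairs as the real one does, and the highest other of these gives 0 for NTAL KD at 0 h and at 2 h and 2 for WT pLKO 0 h, so the 109 and 80 are of splits that keep both arrays of a mouse together. For WT pLKO 2 h the real split gives 0 and another 25; all 10 reach a count of 0 by construction, which says nothing about chance. For the change with antigen of the knockdown effect and of infection the real split gives 0, the highest other 482 and 22. All 100 of 100 splits reach a count of 0 by construction, so this says nothing about chance either. What sets the split with 482 calls apart was not tested.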
